# Presynaptic Changes in Mouse Rod Photoreceptors During Early Retinitis Pigmentosa

**DOI:** 10.1167/iovs.66.15.4

**Published:** 2025-12-01

**Authors:** Elias Roihuvuo, Lee Sturgis, Ahmed B. Montaser, Marcin Tabaka, Elliot H. Choi, Deepa Mathew, Anthi-Styliani Makiou, Kristiina M. Huttunen, Krzysztof Palczewski, Frans Vinberg, Henri Leinonen

**Keywords:** rods, plasticity, synaptic transmission, retinitis pigmentosa (RP), rod bipolar cells

## Abstract

**Purpose:**

Homeostatic plasticity is crucial for maintaining stable neural activity by adjusting strength and intrinsic properties of synapses. This mechanism is vital for normal nervous system function and plays a role in various neurological conditions, including retinal degenerations. Sensitive night vision has been shown in P23H/*Gnat2^−^^/^^−^* retinitis pigmentosa (RP) mice, which lack cone phototransduction and rely solely on rods, even after losing more than half of their rod photoreceptors. While homeostatic plasticity has been proposed as a potential explanation, the underlying molecular mechanisms remain unclear. The aim of this study was to investigate the molecular basis of this phenomenon.

**Methods:**

Single cell RNA-sequencing (scRNA-seq) and bulk retina proteomics were used to investigate the transcriptomic and proteomic changes of the degenerating retinas in 1-month-old P23H/*Gnat2^−^^/^^−^* RP and *Gnat2^−^^/^^−^* control mice. Immunohistochemistry was used to analyze the expression of synaptic SNARE complex and vesicle proteins, SNAP25 and SYT1, in the outer plexiform layer, the site of rod axon terminals.

**Results:**

This study shows a significant upregulation of genes encoding synaptic SNARE complex and vesicle proteins (*Snap25*, *Stxbp1*, and *Syt1*) in P23H mouse rods. Bulk retina proteomics analysis shows trends toward upregulation of the corresponding proteins as well as upregulation of many matrix-associated and trans-synaptic-complex proteins. Immunohistochemistry shows persistent SYT1 and SNAP25 expression in the outer plexiform layer of P23H/*Gnat2^−^*^/^*^−^* mice despite significant rod death.

**Conclusions:**

Rod degeneration induces molecular changes in the P23H/*Gnat2^−^*^/^*^−^* mouse rods that suggest synaptic plasticity and strengthening of rod-rod bipolar cell synaptic transmission in early RP.

Homeostatic plasticity is a regulatory mechanism in the nervous system that maintains stable neural activity despite changes in input or network conditions.^1^^,^^2^ This feedback system ensures that neurons do not become overly excitable nor too inactive. Homeostatic plasticity can be manifested through multiple mechanisms such as the following: (1) synaptic scaling adjusts the strength of synapses proportionally to maintain overall activity. This scaling can originate from a presynaptic mechanism in which neurotransmitter release is adjusted to maintain postsynaptic activity to compensate for loss of presynaptic cells or postsynaptic receptors.^3^ The scaling can also have postsynaptic origins, where the neuron's activity can be stabilized by increasing or decreasing the strength of its excitatory synapses.^4^ (2) Intrinsic plasticity alters a neuron’s excitability by modifying receptor or ion-channel expression, or other properties. (3) Structural plasticity can be achieved by changing the number of synaptic connections to balance the activity. Homeostatic plasticity is vital for normal functioning of the nervous system, but it also plays an important role in multiple pathological states.^5^^–^^7^

Homeostatic plasticity can be triggered in several types of sensory impairments, including retinal degeneration and hearing loss^8^^–^^13^; as well as in association with neurodegenerative diseases, such as myasthenia gravis,^14^^,^^15^ amyotrophic lateral sclerosis (ALS),^16^ and Alzheimer's and Parkinson's diseases.^17^ It is postulated that homeostatic plasticity can support physiological functions during disease states in the neuromuscular junction,^8^^,^^17^ cochlea,^18^ and retina.^8^ In ALS, variations in disease onset and progression may be partly dependent on how strongly presynaptic homeostatic plasticity is expressed.^19^

Previous work from the mouse retina has demonstrated compensatory signaling potentiation between sensory rod photoreceptors and their postsynaptic partners, rod bipolar cells (RBCs), during retinitis pigmentosa (RP) caused by the P23H rhodopsin mutation.^20^ This compensation is manifested as high pattern contrast sensitivity at dim light even after 50% loss of the rod population. Several other studies have later found similar compensatory phenomena in different RP mouse models,^21^^,^^22^ as well as in other retinal dystrophy models.^23^^,^^24^ In degenerating retinas with nonfunctional rods, RBCs can establish a connection with the remaining cones, thereby improving retinas’ light responsiveness.^25^ Taken together, there is considerable therapeutic potential in targeting homeostatic plasticity in retinal degeneration. However, more mechanistic research in different disease paradigms is required for rational design of therapeutic interventions.

## Methods

### Animal Model

This study utilized the P23H/*Gnat2^−^^/^^−^* double knock-in/knock-out mouse model.^20^ The P23H mouse carries an autosomal-dominant mutation in rhodopsin, which serves as a well-established model of RP that closely mimics key features of the human disease. Knock-in techniques were used to introduce the P23H-opsin mutation.^26^ Given the study's focus on the rod pathway and scotopic vision, cone-transducin knockout (*Gnat2^−^^/^^−^*) mice were used as the background strain. In *Gnat2^−^^/^^−^* mice, cone phototransduction is abolished whereas retinal anatomy remains preserved, with no evidence of retinal remodeling observed for up to at least 9 months of age.^27^ The experimental P23H-heterozygote/*Gnat2^−^^/^^−^* and littermate *Gnat2^−^^/^^−^* control mice used in this study were generated using P23H-heterozygote/*Gnat2^−^^/^^−^* and wild-type/*Gnat2^−^^/^^−^* breeding pairs.^20^ All animal procedures were conducted in accordance with the Council of Europe (Directive 86/609) and Finnish guidelines, and were approved by the Animal Experiment Board of Finland. Experiments adhered to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research.

### Analysis of Single Cell RNA-Sequencing Data

Single-cell RNA sequencing (scRNA-seq) was performed on retinas from four *Gnat2^−^^/^^−^* and four P23H/*Gnat2^−^^/^^−^* mice at 1 month of age. Sexes were balanced within each group, with two male and two female mice included. The mice were euthanized by cervical dislocation, and one retina from each mouse was dissociated into single-cell suspensions using papain-mediated enzymatic digestion, and sequencing was conducted using the Genomics 10 × platform as previously described.^28^

The pre-processing steps—including the generation and demultiplexing of FASTQ files from raw sequencing reads (bclfastq, version 2.20), aligning to the University of California Santa Cruz (UCSC) mm10 transcriptome, and the generation of raw count matrices were performed using Cell Ranger (version 6.0.1), with default settings. Expression matrices were combined using Cumulus version 1.5.0,^29^ and cell doublets were identified and removed with Scrublet version 0.2.1.^30^ All computational pipelines were executed on the Terra Cloud Platform (https://app.terra.bio/). Downstream analysis was carried out in Seurat version 3.2.2 following the standard workflow, retaining cells expressing more than 200 genes, resulting in 5805 cells from *Gnat2^−^^/^^−^* mice and 7266 cells from P23H/*Gnat2^−^^/^^−^* mice.^31^ Principal component analysis (PCA) was performed on the top 2000 most-variable genes identified using the FindVariableGenes function in Seurat. Batch effects across experimental groups were mitigated using the Harmony package version 0.1.0 to remove non-cell-type-specific factors that may impact clustering.^32^ The number of top principal components (PCs) was assessed by the elbow method, keeping 25 PCs for clustering and data visualization. Cells were clustered using a shared nearest-neighbor modularity optimization-based algorithm (FindClusters in Seurat). Cluster-specific genes were identified using FindAllMarkers in Seurat, using the MAST test with the number of unique molecular identifiers (UMIs) detected as a latent variable.^33^ Differentially expressed genes (DEGs) between experimental groups within cell clusters were identified using the same test. Established retinal cell-type-specific markers were used to annotate cell clusters (Supplementary File S1).^34^

### Bulk Retina Proteomics

Full retinal extracts were prepared from 1-month-old *Gnat2^−^^/^^−^* mice (*n* = 5) and P23H/*Gnat2^−^^/^^−^* mice (*n* = 10) using both retinas from each mouse. Following direct cervical dislocation of the mice, fresh mouse retinas were dissected in ice-cold PBS, snap-frozen, and stored at −80°C, as previously described.^20^ Retinas were homogenized in 100 µL of protein-extraction buffer (ab193970; Abcam) using 3 cycles of probe sonication (10 seconds per cycle, Soniprep 150), with 10-second intervals on ice between cycles. The homogenates were centrifuged at 18,000*g* for 20 minutes at 4°C, and the resulting supernatants, containing solubilized proteins, were collected in low-protein-binding Eppendorf tubes (Thermo Fisher Scientific). Total protein concentration was determined using the bicinchoninic acid (BCA) protein assay (Thermo Fisher Scientific). The extracted and solubilized retinal proteins were processed following an in-solution digestion protocol, as previously described.^35^ Briefly, 50 µg of protein was mixed with a denaturing solution containing 7 M guanidine hydrochloride, 0.5 M Tris-HCl, and 10 mM EDTA-Na. Proteins were then reduced with dithiothreitol (1:50, w/w) and S-carboxymethylated with iodoacetamide (1:20, w/w; Sigma-Aldrich, St. Louis, MO, USA). The alkylated proteins were precipitated using a methanol/chloroform/water mixture (4/1/3) and centrifuged at 18,000*g* for 5 minutes at 4°C. The resulting pellet was resuspended in 6 M urea and mixed for 10 minutes at room temperature. The samples were then diluted with 0.1 M Tris-HCl to a final urea concentration of 1.2 M. Samples were fully dissolved using intermittent sonication (Branson 3510, Danbury, CT, USA). Proteolytic digestion was performed in two stages: initially with LysC (1:100, w/w; Sigma-Aldrich, St. Louis, MO, USA) in the presence of 0.05% ProteaseMax (Promega Biotech AB, Nacka, Sweden) for 3 hours at room temperature, followed by digestion with TPCK-treated trypsin (1:100, w/w; Promega Biotech AB, Nacka, Sweden) for 18 hours at 37°C. The reaction was quenched by adding 40 µL of 5% formic acid (FA) to a final protein concentration of 0.5 µg/µL, and samples were centrifuged at 18,000*g* for 5 minutes at 4°C. The supernatant was then desalted using an Oasis HLB Cartridge (Waters) according to the manufacturer's protocol, and samples were concentrated in vacuo, using a SpeedVac vacuum concentrator (Thermo Fisher Scientific, Waltham, MA, USA). Samples were resuspended in 100 µL of 2% acetonitrile (ACN) acidified with 0.1% FA in MilliQ water by mixing at 800 rpm for 15 minutes. Samples were briefly centrifuged at 18,000*g* for 2 minutes and supernatants were transferred to high-performance liquid chromatography (HPLC) vials.

Liquid chromatography–mass spectrometry (LC-MS) was conducted as previously described.^36^ Proteomics analysis was performed using a Vanquish Flex UPLC (Thermo Scientific) coupled to a high-resolution Orbitrap Q Exactive Classic mass spectrometer (Thermo Scientific) in positive ion mode. Mobile phase A consisted of 0.1% FA in water, and mobile phase B was 0.1% FA in ACN. Peptides were loaded onto an Agilent AdvanceBio Peptide Map column (2.1 mm × 250 mm, 2.7 µm) and separated at 0.3 mL/min over an 80-minute gradient (2–45% B; total run time 90 minutes). MS detection included full MS–single ion monitoring (SIM; 35k resolution, AGC target 3e6, max injection time 60 ms, and 385–1015 m/z) and data-independent acquisition (DIA; 17.5k resolution, AGC target 2e6, max injection time 60 ms, loop count 25, and 24 m/z isolation window). The raw data were processed using DIA-NN (Data-Independent Acquisition by Neural Networks) software (version 1.8) in library-free DIA mode, with default parameters.^37^ Peptide tandem mass spectrometry (MS/MS) spectra and retention times were predicted based on the UniProt-mouse reference proteome (UP000000589_10090 and UP000000589_10090_additional FASTA, June 2021; 63,534 proteins). Cysteine residues were set as static modifications, whereas methionine oxidation and N-terminal acetylation were set as variable modifications, with a maximum of two per peptide. The predicted MS library was used for data searching, applying 1% false discovery rate (FDR) thresholds at the precursor and protein group levels, and requiring at least one proteotypic peptide (7–30 amino acids). Label-free quantified (LFQ) and MaxLFQ-normalized protein intensities were used for data evaluation and downstream analysis.^38^

The proteins of interest were selected primarily based on their established or possible roles in presynaptic scaling of rod photoreceptors.^39^ Additionally, subsets of proteins associated with postsynaptic scaling of RBCs or the strengthening of matrix-associated transsynaptic complexes were included, based on scRNA-seq data and their potential involvement in postsynaptic scaling or trans-synaptic integration.

### Immunohistochemistry, Microscopy, and Image Analysis

Mice were euthanized by carbon dioxide asphyxiation followed by cervical dislocation. Eyes from 1-month-old *Gnat2^−^^/^^−^* (*n* = 5, 5–6 retinas used) and P23H/*Gnat2^−^^/^^−^* (*n* = 7, 7–8 retinas used) mice were enucleated and immediately fixed in ice-cold 4% paraformaldehyde (PFA). Corneas were removed, and the eyes were kept in 4% PFA for 20 minutes on wet ice. Then, the eyes were rinsed in 1 × phosphate buffered saline (PBS) and lenses were removed. Eyecups were cryoprotected in a sucrose/PBS gradient (10%, 20%, and 30%) each time until the eyecups sank; after which they were placed in a 1:2 solution of 20% sucrose/PBS and optimal cutting temperature (OCT) compound (Sakura Finetech) mix overnight at 4°C. Eyes were embedded in 20% sucrose/PBS and OCT mix and cryosectioned at 10 µm. Slides were rinsed 3 × 10 minutes in PBS to remove OCT. A blocking buffer made of 0.1% Triton X-100 (Fisher Scientific) and 10 % normal goat serum in PBS was used to block nonspecific binding for 1 hour at room temperature. Samples were incubated with primary antibody overnight in a humidified dark chamber on an orbital shaker at 4°C. The following day, the slides were rinsed 3 × 10 minutes in PBS, and then incubated with secondary antibody for 2 hours in darkness on an orbital shaker at room temperature. Slides were then rinsed 3 × 10 minutes in PBS, and mounted with DAPI Fluoromount-G (SouthernBiotech, Cat. No.: 0100-20) and sealed under cover slips. Primary antibodies used were mouse monoclonal anti-synaptotagmin-1 antibody (Synaptic Systems Antibodies, Cat. No.: 105011, dilution 1:500), rabbit recombinant monoclonal anti-SNAP25 antibody (Abcam, Cat. No.: ab109105, dilution 1:250), and rabbit recombinant monoclonal anti-Munc18-1 antibody (Abcam, Cat. No.: ab109023, dilution 1:100). Secondary antibodies used were goat anti-mouse secondary antibody, Alexa Fluor 488 (Invitrogen, Cat. No.: A11029, dilution 1:2000), or goat anti-rabbit secondary antibody, Alexa Fluor 647 (Invitrogen, Cat. No.: A-21245, dilution 1:1000).

A Leica THUNDER Imager 3D Tissue-slide scanner (Wetzlar, Germany) with a 20 × objective was used to conduct fluorescence light microscopy. LAS X software (version 3.7.5.24914) was used to adjust image brightness and contrast. Images were analyzed using ImageJ software (version 1.54*g*) so that, based on negative controls, pixels with a value of 0 were excluded from the mean pixel brightness analysis. Clearly overexposed areas due to artifacts, such as those due to breaking or folding of the section, were also excluded.

### Statistical Analysis

Perseus software (version 1.6.5.0) was used to preprocess the global proteomics data.^40^ LFQ values were log2 transformed, and proteins were retained only if at least three valid values (>0) occurred in both experimental groups. Missing values were imputed using Perseus's built-in imputation function, which sampled from a normal distribution. Differential expression analysis was performed using the Linear Models for Microarray Analysis (limma) package and corrected for multiple comparisons by applying FDR and setting the significance level at 0.05.

For visualization and additional statistical testing, raw LFQ intensities (approximately relative expression level) in the raw global proteomics data (before processing in Perseus) were normalized to the mean LFQ value of the control group and imported into GraphPad Prism (version 10.4.1). A two-tailed Mann-Whitney *U* test, corrected for multiple comparisons using the two-stage step-up method of Benjamini, Krieger, and Yekutieli (FDR = 0.05) was used to perform statistical comparisons. Differences in the mean pixel brightness were tested using an unpaired, two-tailed Welch's *t*-test.

### Data Availability

The scRNA-seq data generated in this study have been deposited in the NCBI GEO database under accession code GSE291972. The raw and processed scRNA-seq data are provided in the Supplementary Information and Supplementary Data files. The MS proteomics data have been deposited to the ProteomeXchange Consortium^41^ via the skyline and Panorama public repository with the dataset identifier PXD060180.

## Results

### Single-Cell RNA Sequencing Suggests Presynaptic Rather Than Postsynaptic Scaling in P23H/Gnat2*^−^*^/^*^−^* Mouse Rod-RBC Synapses

In our earlier work, we used a cone transducin knockout (P23H/*Gnat2^−^^/^^−^*) RP model to isolate rod-driven pathology and demonstrated broad transcriptomic changes via bulk retina RNA-seq, implicating pathways such as synaptic organization, axonogenesis, and cell adhesion.^20^ However, bulk RNA-seq can mask cell-type-specific alterations critical for understanding early disease mechanisms. Here, we overcome this limitation by applying scRNA-seq to precisely resolve transcriptomic changes within individual retinal cell populations, specifically focusing on the rods and RBCs in 1-month-old P23H/*Gnat2^−^^/^^−^* mice versus *Gnat2^−^^/^^−^* controls. This approach provides a high-resolution map of cell-type-specific molecular remodeling in early RP, offering insights unattainable through prior bulk analyses.

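Rods detect light through rhodopsin and pass the signal to rod bipolar cells (RBCs) at a ribbon synapse. In P23H mice one rhodopsin allele carries a missense mutation that causes slow rod degeneration, and the Gnat2 knockout removes cone transducin. Single-cell suspensions of 1-month-old retinas gave 1 library per genotype, each a pool of 4 mice (2 males and 2 females, 1 retina per mouse). The Gnat2-/- library held 5805 cells and 17083116 UMIs (unique molecular identifiers, 1 per captured RNA molecule), and the P23H/Gnat2-/- library held 7266 cells and 26091154 UMIs. Median UMIs per cell were 1034 and 1168. Rods were shallow, at a median of 849 UMIs per cell in Gnat2-/- and 929 in P23H/Gnat2-/-, and RBCs were deep, at 9320 and 8042.
The authors aligned the reads to the mouse genome (mm10) with Cell Ranger 6.0.1, removed doublets, kept cells with more than 200 genes and clustered the cells with Seurat 3.2.2. The deposited values are natural logs of 1 plus the UMIs per 10000 UMIs of each cell. Whole UMI numbers were recovered from all 17800794 entries, with a tolerance of 0.001, and their sums equal the authors' total in every cell. Rows carry no gene names in the deposited matrix, so names were assigned by matching each row's values to the study's own tables. This named 4051 of 17263 rows, which hold 73.0% of the UMIs of rods and 74.6% of those of RBCs, and favours genes that the study's tables list.
For each of the authors' cell types, UMIs were summed per library and expressed per 1000000 UMIs of that sum (CPM). Because each genotype is a single pooled library, no test between animals was possible and none of the differences has a replicate check. Intervals are exact 95% intervals that cover counting error only, except that those after subtraction of free RNA are approximate. A gene counts as measured in a cell type with at least 50 UMIs over both libraries. For a gene list, the median log2 ratio is given with its percentile among 10000 random lists of named genes matched on mean CPM.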

The rod cluster covers two thirds of all captured cells (in total 9417 rods captured) where data were aggregated from both *Gnat2^−^^/^^−^* and P23H/*Gnat2^−^^/^^−^* mouse retina cells (Figs. 1A, 1B). This important cluster for our study is still sufficiently similar in size between genotypes (Fig. 1C), despite already ongoing rod degeneration in the P23H/*Gnat2^−^^/^^−^* mice.^20^ 

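Rods made up 74.1% of cells in the Gnat2-/- library (4300 of 5805, Clopper-Pearson 95% interval 72.9 to 75.2) and 70.4% in the P23H/Gnat2-/- library (5117 of 7266, interval 69.4 to 71.5). The rods' share of cells in P23H/Gnat2-/- was thus 0.951 times that in Gnat2-/- (interval 0.913 to 0.990). Among cells with more than 500 genes and under 10% mitochondrially encoded UMIs, the ratio was 0.980 (0.930 to 1.03), so that the interval then held 1. RBCs took 4.46% and 4.12% of cells, with overlapping intervals. Amacrine cells, inhibitory interneurons of the inner retina, took 2.55% (2.16 to 2.99) and 5.95% (5.41 to 6.51). Each library's share reflects 1 dissociation, and cell capture was not replicated.

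**Figure D1:**
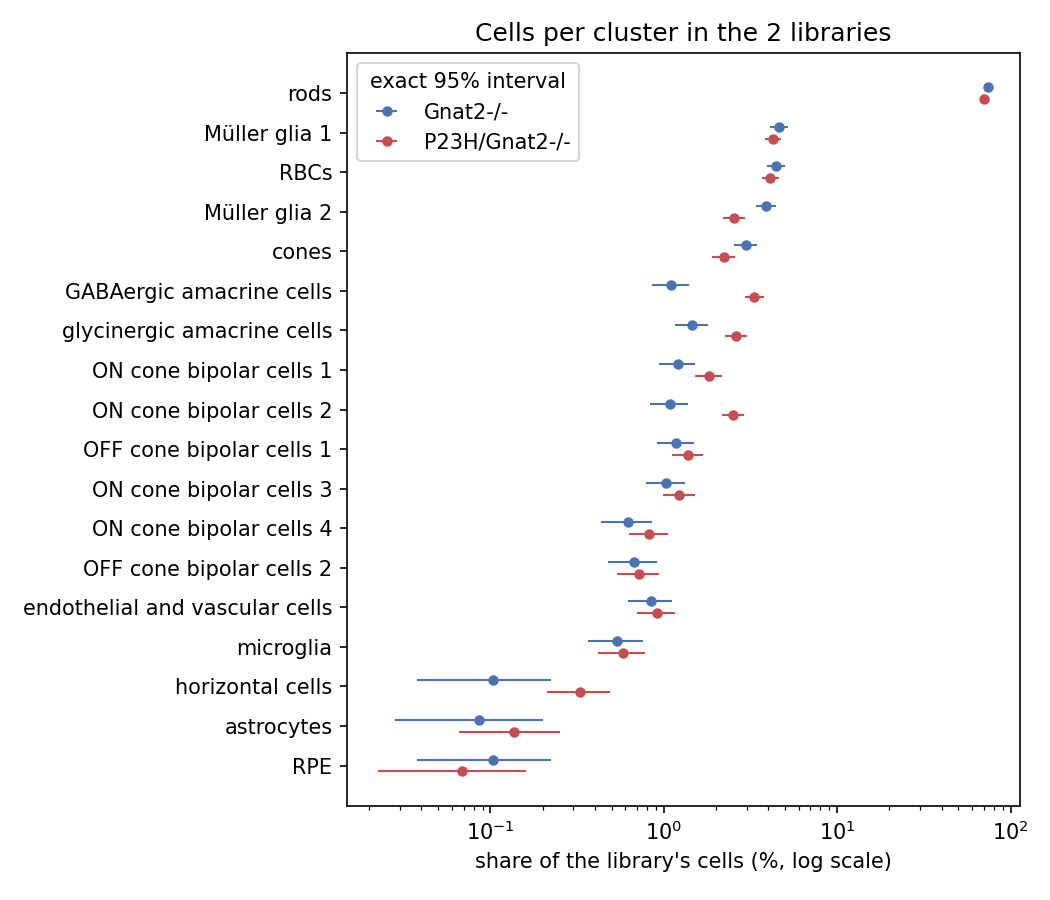
Share of cells in each of the authors' clusters (x axis, percent of the library's cells on a log scale) in the Gnat2-/- and P23H/Gnat2-/- libraries. Points are shares and bars are exact 95% intervals that cover counting error only. Rods lie at 74.1% and 70.4%, and the GABAergic amacrine cells are further apart, at 1.10% and 3.33%.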

In order of size, the next largest clusters were Müller glia (MG) cell cluster 1 (577 total captured cells), RBCs (558 captured cells), and MG cluster 2 (411 captured cells). 

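Müller glia, the support cells that span the retina, were split into a deep and a shallow cluster. Cells of cluster 2 had medians of 1166 UMIs in Gnat2-/- and 876 in P23H/Gnat2-/-, and those of cluster 1 had more than rods and RBCs. Cluster 1 took 4.60% and 4.27% of cells, and cluster 2 took 3.89% (3.41 to 4.42) and 2.55% (2.20 to 2.93). Cones took 2.96% and 2.22%. All cone bipolar cells together took 5.79% (5.20 to 6.42) in Gnat2-/- and 8.46% (7.83 to 9.13) in P23H/Gnat2-/-. Of the cone bipolar clusters with at least 50 cells in each library, ON cluster 2 differed most in share, at 1.09% (0.835 to 1.39) in Gnat2-/- against an interval of 2.16% to 2.89% in P23H/Gnat2-/-.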

Although we focus our analysis and discussion solely on data from rod and RBC clusters in this article, the full dataset is made publicly available (see Supplementary Files S1, S2; GEO accession number GSE291972).

**Figure 1.**
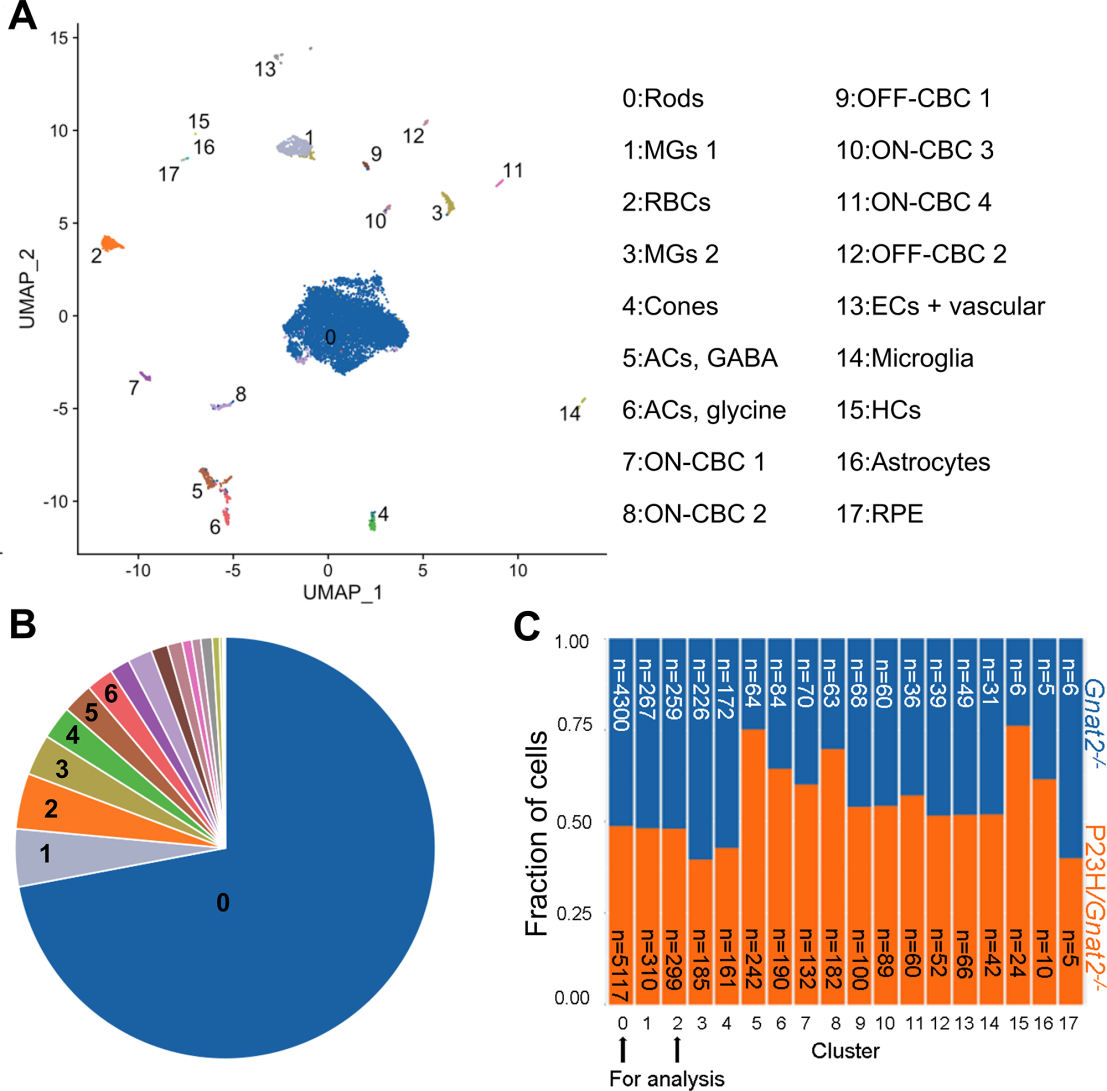
**Cell-cluster characteristics from single cell RNA-sequencing (scRNA-seq).** Single-cell suspensions for scRNA-seq were prepared from the retinas of control mice (*Gnat2^−^^/^^−^*, *n* = 4) and retinitis pigmentosa mice (P23H*/Gnat2^−^^/^^−^*, *n* = 4) at 1 month of age. One retina was used from each mouse. (**A**) A Uniform Manifold Approximation and Projection (UMAP) graph that was used for identifying the cell clusters. (**B**) A census plot of the cell clusters. (**C**) Cell counts and fractions in each cluster for both genotypes. A total of 5805 and 7266 and cells were captured and analyzed from *Gnat2^−^^/^^−^* and P23H*/Gnat2^−^^/^^−^* mouse groups, respectively. Acs, amacrine cells; CBC, cone bipolar cell; ECs, endothelial cells; GABA, gamma-aminobutyric acid; HCs, horizontal cells; RPE, retinal pigment epithelium; MGs, Müller glia cells; RBCs, rod bipolar cells.

With a statistical cut off value of q < 0.05 (no fold-change criteria applied), we found 333 and 51 upregulated, and 209 and 28 downregulated, DEGs in rods (Fig. 2A; Supplementary File S3) and RBCs (Fig. 2B; Supplementary File S4), respectively. 

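In rods, several of the named genes with the largest ratios of P23H/Gnat2-/- to Gnat2-/-, among those with at least 200 UMIs and 20 in each library, encode growth factors, injury-induced signals and transcriptional regulators. Fgf2, a growth factor induced in stressed photoreceptors, had 22.6 CPM in Gnat2-/- and 193 CPM in P23H/Gnat2-/-, a ratio of 8.53 (95% interval 7.14 to 10.3). The overlapping transcript on the opposite strand, Fgf2os, had a ratio of 16.8 (13.3 to 21.4); both overlap on chromosome 3, and whether counting used strand is not given in the sources used here. Edn2, which encodes endothelin-2, was 11.1 times higher, Cebpd 10.5 times, E2f6 10.2 times and the adhesion molecule gene Prtg 15.0 times. Stat3, the transcription factor of gp130 cytokine signalling, had a ratio of 3.43 (3.01 to 3.92), Agtpbp1 of 3.53 and Gnb3, a G protein subunit of cones and ON bipolar cells, of 5.04. All 13 measured genes of the fixed injury response list were higher in P23H/Gnat2-/-, with a median log2 ratio of 1.99 (percentile 100); after free RNA was subtracted 7 members were left, all higher.
Genes of the rod's light response went the other way. Of 25 measured phototransduction and outer segment genes, 23 were lower and 2 higher, with a median log2 ratio of -0.33 (percentile 0). Rho, which encodes rhodopsin, had a ratio of 0.566 (0.561 to 0.571), Pdc of 0.617, Rom1 of 0.695 and Gnat1 of 0.735, while Sag, which encodes arrestin, had a ratio of 1.52 (1.50 to 1.53). Of 14 rod transcription factor genes, 9 were lower and 5 higher, with a median of -0.34 (percentile 0). Nrl was at 0.638, Nr2e3 at 0.724 and Mef2c at 0.457, against 1.41 for Neurod1 and 1.72 for Samd7. The calcium exchanger gene Slc8a3 (0.232), Tmlhe (0.268) and Mylk (0.315) were furthest below 1 among the named genes within these limits. Of the 10 rows furthest below 1 in rods, named or not, 6 have no name, against 1 of the 10 furthest above 1. Those named here are part of the genes that the fixed size rule takes.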

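In rods, transcripts of the vesicle calcium sensor, of a plasma membrane SNARE protein and of the Munc18 protein that binds syntaxin were each more abundant in the P23H/Gnat2-/- library. Syt1 (chromosome 10 of GRCm38, 108497650 to 109010982) had 718 CPM in Gnat2-/- (interval 697 to 740) and 1180 in P23H/Gnat2-/- (1156 to 1204), a ratio of 1.64 (1.58 to 1.70). Syt1 was higher in all 11 cell types with at least 50 cells per library, with ratios from 1.05 to 3.18. Its difference is thus not particular to rods and cannot be assigned to the disease state or to the library. Snap25 (chromosome 2, 136713453 to 136782428) had 548 and 648 CPM, a ratio of 1.18 (1.13 to 1.24). Stxbp1 (chromosome 2, 32787602 to 32847245) had 545 and 643 CPM, a ratio of 1.18 (1.13 to 1.23). Of 10 measured SNARE and SNARE-accessory genes, 7 were higher and 3 lower, with a median log2 ratio of 0.16 (percentile 87.2), or 8 and 2 with all rods weighted equally. Complexin 3 (Cplx3) had the largest excess among them, with a ratio of 1.72 (1.57 to 1.88). After free RNA was subtracted, Cplx3 kept 114 UMIs in Gnat2-/- rods and 479 in P23H/Gnat2-/- rods. With amacrine markers alone its Gnat2-/- count was at the floor of 3, so that the size of this excess depends on the free RNA estimate. Complexin 4 (Cplx4), the more abundant complexin of rods, was at 0.872 (0.844 to 0.901), and Stx3, the syntaxin of ribbon synapses, was at 0.956 (0.917 to 0.997), or at 1.02 once free RNA was subtracted.
A UMI of Syt1 was found in 53.6% of Gnat2-/- rods and 69.0% of P23H/Gnat2-/- rods. With every rod thinned to 564 UMIs, which left out 427 and 374 rods, these shares were 33.5% and 47.9%. Without thinning, Müller glia cluster 1, at median depths of 15167 and 20804.5 UMIs, held Syt1 in 27.0% and 55.2% of cells. Snap25 was found in 43.9% and 51.3% of rods (25.1% and 30.7% thinned) against 41.9% and 57.4% of these glia, and Stxbp1 in 45.9% and 50.8% of rods (25.6% and 29.2% thinned) against 43.4% and 55.5%. At such unlike depths these shares do not decide between expression and free RNA. Amacrine marker transcripts also differed in rods, with 77.7 CPM in Gnat2-/- and 211 CPM in P23H/Gnat2-/-, a ratio of 2.71 (2.45 to 3.02). When free RNA estimated from amacrine and bipolar markers was subtracted, the Snap25 ratio was 1.08 (1.01 to 1.15), but the lower bound was 0.996 with the free shares at the ends of their intervals, so that free RNA is not excluded for Snap25.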

Importantly, upregulation is observed in several genes encoding synaptic soluble *N*-ethylmaleimide-sensitive factor attachment receptor (SNARE) complex proteins, such as *Snap25* (synaptosomal-associated protein 25), *Stxbp1* (syntaxin-binding protein 1, encodes STXBP1/MUNC18-1), and *Syt1* (synaptotagmin-1)*,* in the rods of P23H/*Gnat2^−^^/^^−^* mice (1.12-, 1.09-, and 1.36-fold upregulation, respectively; see Fig. 2A). The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis detects an “upregulated glutamatergic synapse” pathway in the rod cluster but not in the RBC cluster (Supplementary Figs. S1, S2). 

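Of the fixed list of glutamatergic synapse genes, 46 of 108 could be measured in rods, of which 30 were higher and 16 lower in P23H/Gnat2-/-, with a median log2 ratio of 0.22 (percentile 97.8). Gnb2, a G protein beta subunit, had the largest ratio among them, at 7.52 (6.07 to 9.43). Slc17a7, which encodes the vesicular glutamate transporter VGLUT1 of rods, was at 1.12 (1.08 to 1.16). The lower members included the transducin subunits Gnb1 (0.679) and Gngt1 (0.886), Gnb5 (0.860) and the glial glutamate transporter Slc1a3 (0.553). In RBCs, 21 of 41 measured members were higher and 20 lower, with a median of 0.02 (percentile 49); under TMM scaling the split was 16 and 25 and the median changed side to -0.02. The difference between both cell types was not tested. In rods the percentile was 82.6 after free RNA was subtracted, with 31 members left, 98.3 with amacrine markers alone, with 27 left, and 80.1 with all rods weighted equally; amacrine markers in rods differed by the factor given for the SNARE genes.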

The same pathway is prominently upregulated in the bulk RNA-seq of 1-month-old P23H retinas, as shown previously (see Fig. 3C in Ref. 20). In contrast, we did not find altered genes in RBCs, which would directly imply postsynaptic scaling (Fig. 2B). It is notable that the captured rod cell count (*n* = 9417) is 16.9-fold higher than the RBC count (*n* = 558; see Fig. 1C), which could bias the dataset toward more DEGs in the rod cells. Nevertheless, the collective scRNA-seq data indicate that presynaptic scaling of rods could more likely explain upscaled rod-RBC synaptic transmission^20^ than postsynaptic scaling at the level of RBCs in P23H/*Gnat2^−^^/^^−^* mice.

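In RBCs, members of the postsynaptic mGluR6 cascade list had ratios from 0.701 to 1.22. The cascade turns glutamate release from rods into a channel response. The list also holds the bipolar cell genes Cabp5, Pcp2 and Prkca, so that its counts are not those of the cascade alone. Of 13 measured members, 4 were higher and 9 lower in P23H/Gnat2-/-, with a median log2 ratio of -0.11 (percentile 1.2). The percentile was 13.4 after free RNA was subtracted and 18.5 with all RBCs weighted equally. Grm6, which encodes mGluR6, had 769 and 713 CPM, a ratio of 0.927 (0.864 to 0.994). Trpm1, which encodes the channel, had 4297 and 4675 CPM, a ratio of 1.09 (1.06 to 1.12). Gnao1, the G protein alpha subunit of the cascade, was at 0.871 (0.832 to 0.911), Gng13 at 0.826, Cabp5 at 0.701 (0.649 to 0.757) and Gnb3 at 1.22 (1.17 to 1.27).
Among named genes with at least 200 UMIs and 20 in each library, those with the largest ratios in RBCs were outside this list. Pcdh15, which encodes a protocadherin, had a ratio of 5.91 (3.99 to 9.03), Stat3 of 4.01 (3.22 to 5.03), Prkcb of 3.85, Bhlhe40 of 3.73, the AMPA receptor subunit gene Gria1 of 2.43 (2.00 to 2.96) and Epha4 of 2.30. At the other end were Nr4a1, an activity-dependent transcription factor, at 0.346 (0.286 to 0.417), Pde10a at 0.421, Lmo4 at 0.423, Uba52 at 0.458, Tmsb10 at 0.486 and Gstp1 at 0.525. Amacrine marker transcripts also differed in RBCs, with 13.7 CPM in Gnat2-/- and 45.3 CPM in P23H/Gnat2-/-, a ratio of 3.30 (2.17 to 5.15). The free RNA share of RBCs was estimated from rod markers alone. Whether free RNA of amacrine cells adds to the higher genes was not tested.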

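In cells, rods outnumbered RBCs by 16.9 to 1. In UMIs, the ratio of rods to RBCs was 3.16, and an RBC held a median of 11.0 times the UMIs of a rod in Gnat2-/- and 8.66 times in P23H/Gnat2-/-. With counts drawn from the real levels and depths, 50 genes picked at random from the measured rows were raised or lowered by each of 4 factors. This simulation holds counting error only and does not stand for single genes or for the paper's test. The counting interval left out the ratio of an unchanged gene for 70% of 1.2-fold changes in rods and 30% in RBCs. It did so for 88% and 72% of 1.5-fold changes, for 98% and 92% of 2-fold changes, and for all 4-fold changes in both cell types. In rods 10779 rows were measured, and in RBCs 8144.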

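The synaptic vesicle and SNARE lists had higher medians in rods than in RBCs. For synaptic vesicle genes, 11 of 13 were higher in rods of P23H/Gnat2-/- mice (median log2 ratio 0.21, percentile 97.3; 8 of 13 after free RNA was subtracted) and 9 of 13 in RBCs (median 0.03, percentile 52.8; 6 of 13 under TMM scaling, with a median of -0.02). In rods Clcn3 was at 1.26 and Syp at 1.15, whereas Syngr1 was at 0.862. For SNARE genes the RBC median was -0.05 (4 higher and 6 lower, percentile 11.7; 3 and 7 with all RBCs weighted equally), with Cplx3 at 0.812 (0.777 to 0.849), Snap25 at 0.938 (0.898 to 0.980) and Stxbp1 at 0.933 (0.850 to 1.02) in RBCs, while Syt1 was at 1.18 (1.12 to 1.25). Ribbon active zone and calcium channel genes stood near the middle in rods, with 6 higher and 4 lower (median 0.06, percentile 51.5; 5 and 5 with a median of -0.01 under TMM scaling, and likewise with all rods weighted equally). Among them Camk2d was at 1.26, Ctbp2, which encodes the ribbon protein RIBEYE, at 1.24 (1.17 to 1.32), and Cacna1f, the calcium channel of the rod terminal, at 0.718 (0.663 to 0.778). In RBCs 5 ribbon genes were higher and 6 lower (median -0.07, percentile 7.49; 6 and 5 with all RBCs weighted equally, where the median was just above 0), with Pclo at 1.70. Of 4 measured trans-synaptic complex genes, 3 were lower in rods and 3, not the same ones, in RBCs (medians -0.18 and -0.14, percentiles 6.35 and 6.6); Nfasc was at 1.24 in rods and 0.822 in RBCs. The differences between rods and RBCs were not tested, and amacrine markers in rods differed by the factor given for the SNARE genes.
From the upregulated SNARE genes and glutamatergic synapse pathway in rods, and from finding no gene in RBCs that would imply postsynaptic scaling, the paper proposes that presynaptic scaling of rods could more likely account for the stronger rod-RBC transmission than postsynaptic scaling of RBCs, while it names the larger number of rods as a possible bias toward more differentially expressed genes in rods. The paper also draws on its earlier bulk RNA-seq, on protein trends and on retained SYT1 and SNAP25 staining. Those data were not analysed here.

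**Figure D2:**
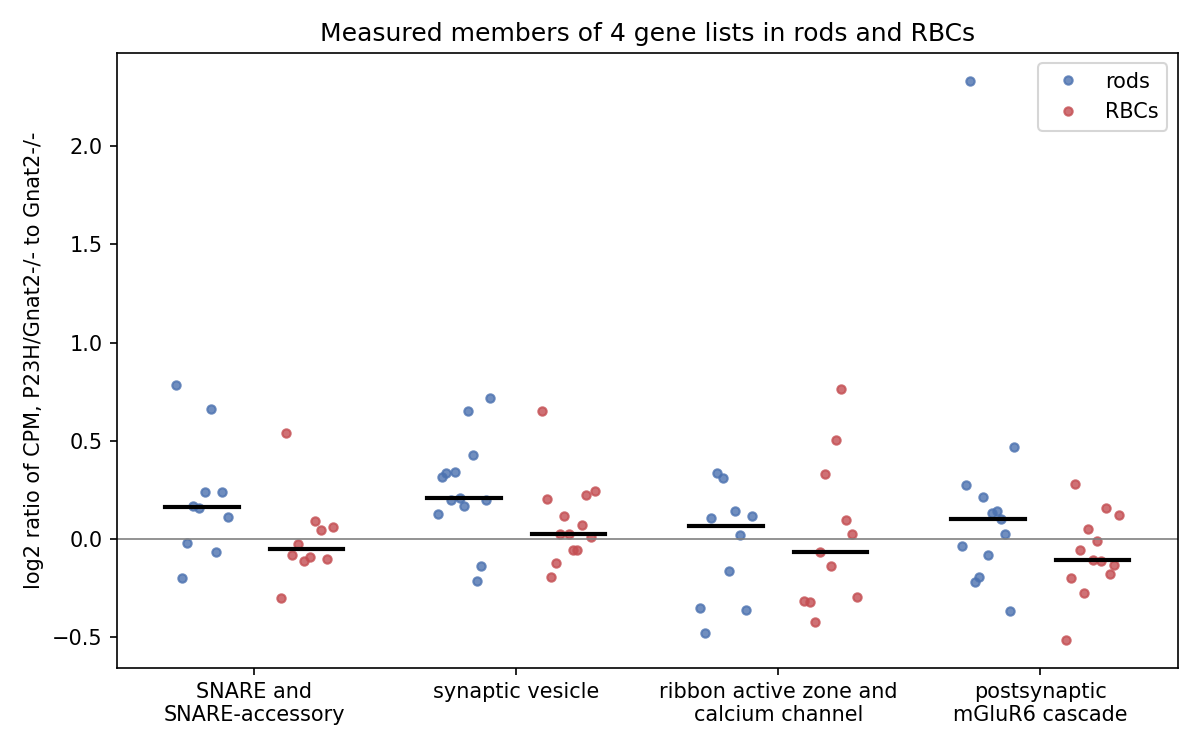
Log2 ratio of CPM in P23H/Gnat2-/- to Gnat2-/- (y axis) for each measured member of 4 gene lists (x axis) in rods and RBCs. Each point is a gene, black bars are list medians and the grey line marks no difference. The synaptic vesicle medians are 0.21 in rods and 0.03 in RBCs, and the highest point is Gnb3 in rods.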

**Figure 2.**
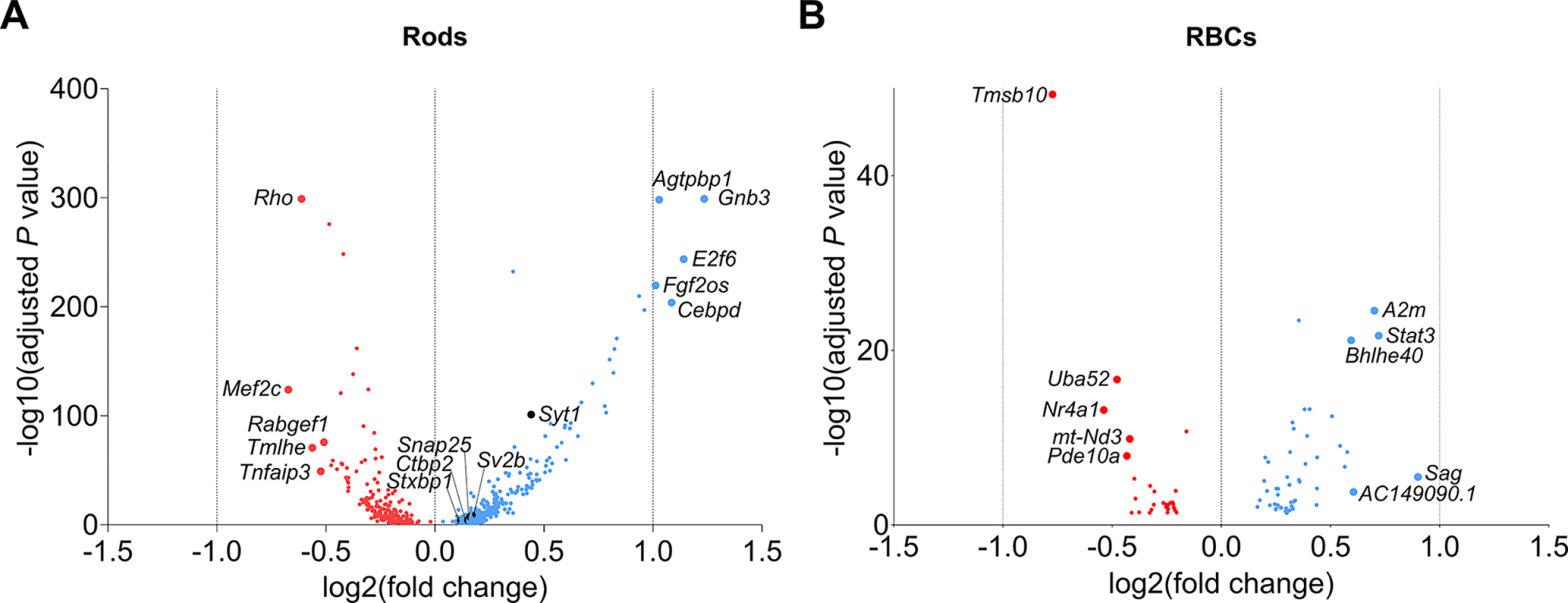
**Differentially expressed genes in rods and RBCs of P23H/Gnat2***^−^***^/^***^−^* **mice versus Gnat2***^−^***^/^***^−^* **mice**. Note, the y-axis is 8-fold larger in panel (**A**) compared to panel (**B**). The cutoff for DEGs was set at q < 0.05, with no fold-change criterion.

**Figure 3.**
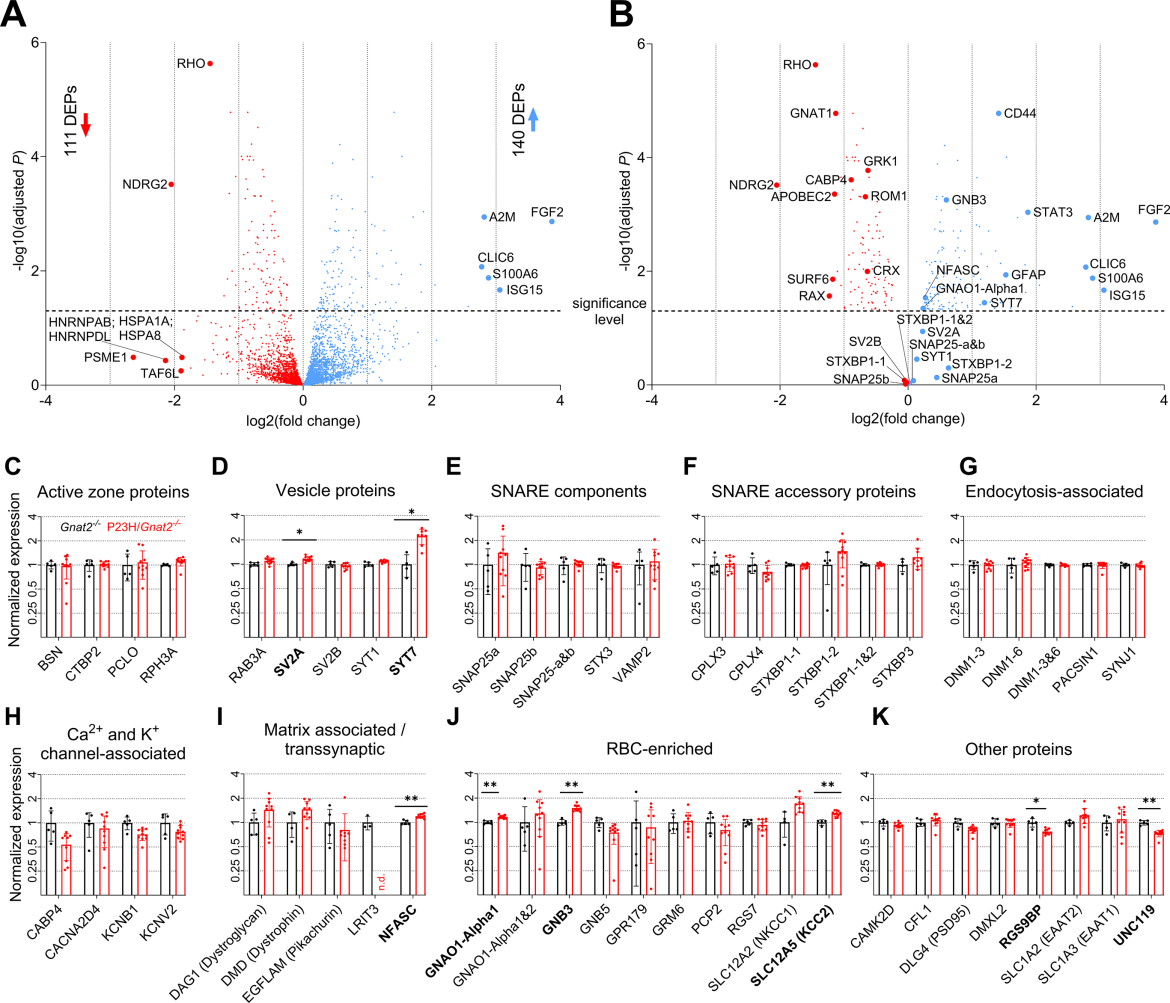
**Differentially expressed proteins in whole retinal extracts from P23H/Gnat2***^−^***^/^***^−^* **mice compared** **with** **Gnat2***^−^***^/^***^−^* **mice.** (**A**) Volcano plot containing all differentially expressed proteins (DEPs). Highlighted are the top five up- and downregulated proteins based on fold-change, as well as RHO as a relevant marker protein in retinas from P23H-RHO-mutant mice. (**B**) Replicated volcano plot where only selected, or significantly regulated, proteins are shown along with the top five proteins based on fold-change. The statistical analysis was performed with the limma package in Perseus. The cutoff for DEPs was set at q < 0.05 with no fold-change criterion. (**C-K**) Scatter plots of proteins of interest regardless of results from statistical analysis. Statistically significant DEPs are highlighted with * (q < 0.05) and ** (q < 0.01). The scatter plots include mean ± SD markers.

### Bulk Retina Proteome Analysis Fails to Detect Significant Regulation of SNAP25, STXBP1, or SYT1 in the Retinas of P23H/Gnat2*^−^*^/^*^−^* Mice

Bulk retinal omics analyses are inherently prone to false negatives in detecting cell-type- or layer-specific changes, due to masking or dilution effects. For example, a gene or protein modestly altered in a single cell class may be easily diluted in whole-tissue data, whereas opposing changes, such as upregulation in the outer plexiform layer (OPL) and simultaneous downregulation in the inner plexiform layer (IPL), could result in an apparent lack of net change.^36^ Given the current absence of high-throughput methods to assess spatially localized protein expression, we nonetheless sought to determine whether the same SNARE-complex components identified as upregulated in rods at the mRNA level (see Fig. 2A) are also altered in bulk retinal proteomics of whole P23H/*Gnat2^−^^/^^−^* retinas. Importantly, in both young P23H/*Gnat2^−^^/^^−^* and control retinas, the majority of protein signals are still expected to derive from the predominant cell population, that is, rod photoreceptors (see Figs. 1B, 1C).

With a statistical cut off value of q < 0.05 (no fold-change criteria applied), we found 111 downregulated and 140 upregulated proteins in the retinal extracts from P23H/*Gnat2^−^^/^^−^* mice compared with *Gnat2^−^^/^^−^* mice (Fig. 3A). The majority of the downregulated proteins are photoreceptor-specific, such as rhodopsin (RHO), guanine nucleotide-binding protein G(t) subunit alpha-1 (GNAT1), retinal-specific phospholipid-transporting ATPase (ABCA4), rod outer segment membrane protein 1 (ROM1), and G protein-coupled receptor kinase 1 (GRK1), as well as several cyclic nucleotide-gated channels (CNGs) and guanylate cyclase activators (GUCAs; (Fig. 3B; Supplementary Files S5, S6), as expected due to anatomic rod degeneration.^20^ Rod degeneration also triggers a robust retinal-cell stress response in the retinas of P23H/*Gnat2^−^^/^^−^* mice; that is, the list of most upregulated proteins is dominated by cell stress and inflammation markers, such as fibroblast growth factor 2 (FGF2), interferon-stimulated gene 15 (ISG15), alpha-2-macroglobulin (A2M), signal transducer and activator of transcription 3 (STAT3), glial fibrillary acidic protein (GFAP), and extracellular matrix receptor III (CD44), among others. However, some of the findings (Figs. 3C–K) may be important for adaptive plasticity. For example, SYT7, which has the highest gene expression in amacrine cells^42^ (Supplementary Fig. S3, Supplementary File S7) and is robustly labeled in the IPL of mouse retinas,^43^ is overexpressed by more than 2-fold in the retinas of P23H/*Gnat2^−^*^/^*^−^* mice (see Fig. 3D). Neurofascin (NFASC), a cell adhesion molecule that localizes in rod and cone bipolar cells and in horizontal-cell processes,^44^ is overexpressed 1.2-fold in the retinas of P23H/*Gnat2^−^*^/^*^−^* mice (see Fig. 3I). For guanine nucleotide-binding protein G(o) subunit alpha (GNAO1), which has the highest expression in RBCs,^45^ we detected 2 different isoforms and one of these, P18872-1, was overexpressed 1.17-fold in the retinas of P23H/*Gnat2^−^*^/^*^−^* mice (see Fig. 3J). Guanine nucleotide-binding protein subunit beta-3 (GNB3), which is mostly expressed in cones, cone bipolar cells, and RBCs,^46^^,^^47^ is overexpressed 1.50-fold (see Fig. 3J). Furthermore, significant retinal remodeling is triggered in the retinas of P30 P23H/*Gnat2^−^*^/^*^−^* mice, as corroborated by altered KEGG and Gene Ontology (GO) pathways: “regulation of actin cytoskeleton,” “glutamatergic synapse,” “axon guidance,” and “synaptic vesicle cycle,” among others (Supplementary Figs. S4, S5).

If the expression of several functionally linked proteins is congruent, that is, moves in the same direction (toward down- or upregulation), the trend could be biologically meaningful. Therefore, we organized the normalized raw LFQ levels of the selected proteins (rationale for selection is explained in Supplementary File S8) into scatter plots for easily accessible visual evaluation (see Figs. 3C–K). For the SNARE and SNARE accessory proteins SNAP25 and STXBP1, we detected three different sequences, consisting of two separate isoforms and their aggregate. In the retinas of P23H/*Gnat2^−^^/^^−^* mice compared with those of *Gnat2^−^^/^^−^* mice, the relative total expression of SNAP25a (P60879-2), SNAP25b (P60879-1), and SNAP25-a and b (P60879-1 and P60879-2) are, on average, 1.41-, 0.92-, and 1.03-fold, respectively, whereas the relative expression of STXBP1-1 (O08599-1), STXBP1-2 (O08599-2), and STXBP1-1 and 2 (O08599-1 and O08599-2) are, on average, 0.98-, 1.48-, and 1.00-fold, respectively (see Fig. 3B; Supplementary File S9). The vesicle protein SYT1 is expressed, on average, 9% higher in the retinas of P23H/*Gnat2^−^*^/^*^−^* mice compared with *Gnat2^−^*^/^*^−^* mice.

### Immunohistochemistry Suggests Increased SYT1 and SNAP25 Expression in the Surviving Rod Terminals of P23H/Gnat2*^−^*^/^*^−^* Mice

The bulk retina proteomics failed to provide a definitive answer whether SYT1 and/or SNAP25 content is altered in the P23H/*Gnat2^−^*^/^*^−^* mouse retinas. Thus, we next sought to perform an OPL-specific protein expression analysis using immunohistochemistry (IHC), targeting this retinal region where rod–RBC synapses are located. Protein expression quantity can be roughly estimated from IHC staining intensity (i.e. optical density); however, this method is prone to high technical variability. Therefore, rather than relying on sampling from a few locations per retina, we analyzed the staining intensity through the entire length of the vertically oriented retina (Supplementary Figs. S6, S7), centered with respect to the naso-temporal orientation. Furthermore, at least two technical replicates (usually 6–7 replicates; Supplementary File S10) per retina were used, and the average intensity of these replicates was used in the statistical analysis. The mean pixel brightness of SYT1 and SNAP25 staining in the OPL of P23H/*Gnat2^−^*^/^*^−^* and *Gnat2^−^*^/^*^−^* mouse groups were practically the same (Figs. 4C, 4D; see Supplementary File S10), however, when the 22% outer nuclear layer (ONL) cell loss (mean value, Fig. 4E; see Supplementary Fig. S8) is accounted for, an average of 1.21- and 1.26-fold increase in P23H/*Gnat2^−^*^/^*^−^* mice per remaining rod cell is obtained for SYT1 and SNAP25 signal, respectively (Fig. 4F). We also intended to perform the same analysis for STXBP1, but due to the suboptimal quality of the staining (Supplementary Fig. S9), mean pixel brightness could not be reliably analyzed.

**Figure 4.**
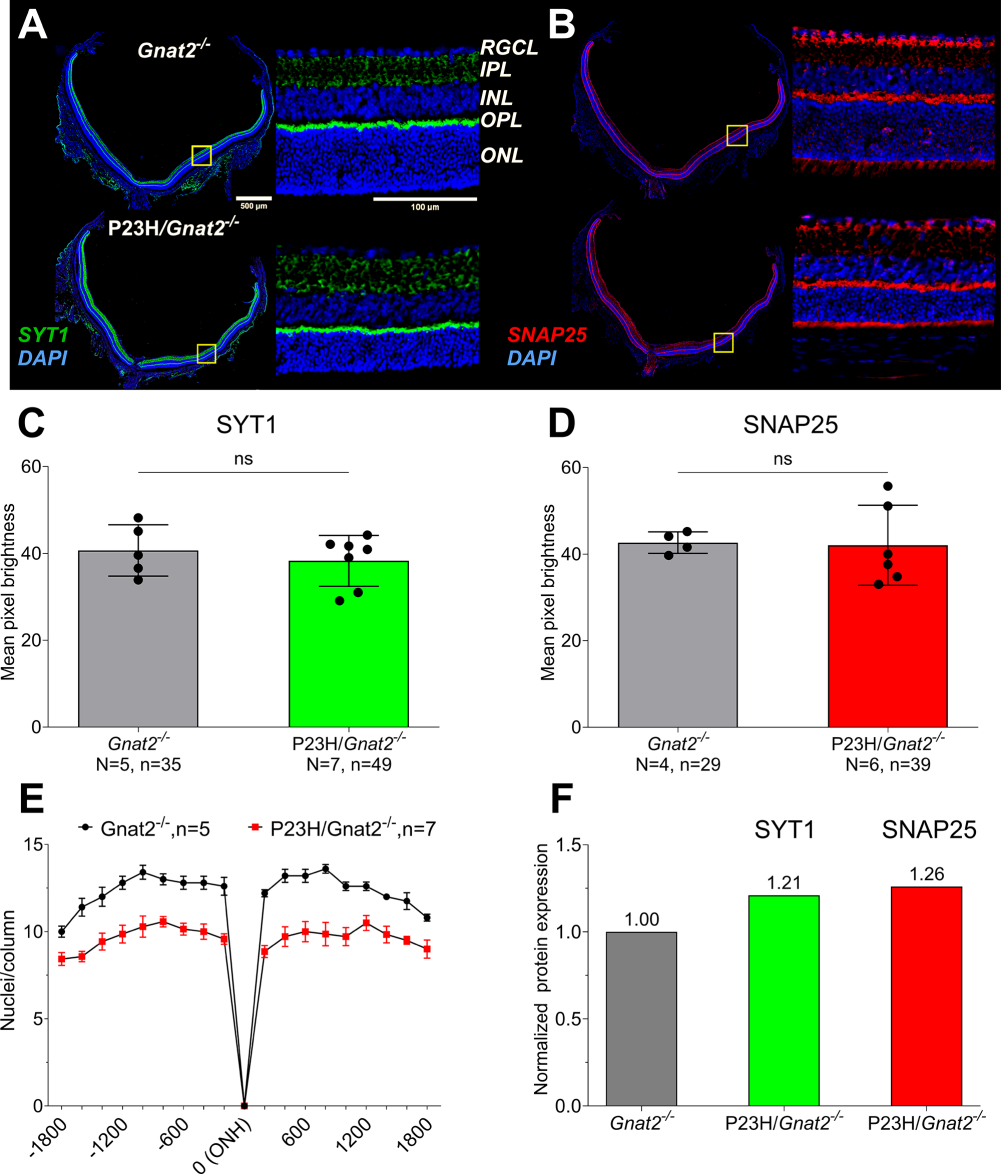
**SYT1 staining in whole retinas from** ***Gnat2**^**−**^*^**/**^*^−^* **control mice compared with P23H/*****Gnat2**^−^*^**/**^*^−^* **mice.** (**A**, **B**) Representative examples of SYT1 and SNAP25 staining (SYT1 green and SNAP25 red) merged with a nuclear stain (DAPI, blue) in retinas from 1-month-old *Gnat2^−^*^/^*^−^* and P23H/*Gnat2^−^*^/^*^−^* mice. (**C,** **D**) Mean pixel brightness in SYT1 and SNAP25 staining, respectively. (**E**) Photoreceptor nuclei count per ONL column at 18 points ranging from the optic nerve. (**F**) OPL SYT1 and SNAP25 signals normalized to average ratio of P23H/*Gnat2^−^*^/^*^−^* to *Gnat2^−^*^/^*^−^* ONL photoreceptor nuclei count. Data expressed as mean ± SD (**C,** **D**) and mean ± SEM (**E**).

## Discussion

Synaptic scaling has been suggested as a possible mechanism explaining potentiation of the rod-RBC signal transmission during RP in the P23H/*Gnat2^−^*^/^*^−^* mouse model.^20^ Based on the single-cell gene expression data presented herein, we postulate that the remaining rod synaptic terminals may gain strength by upregulating the expression of genes encoding synaptic SNARE-complex and vesicle proteins, including *Snap25* and *Stxbp1,* and *Syt1* and *Sv2b* (synaptic vesicle glycoprotein 2B), respectively*.* Although we failed to detect significant upregulation of the SNAP25, STXBP1, or SYT1 proteins in whole retinal extracts using proteomics, the trend toward upregulation of these proteins (see Fig. 3), along with retained staining of SYT1 and SNAP25 in the OPL despite dying rods (see Fig. 4), as well as increased *Syt1* and *Snap25* mRNA in individual rods (see Fig. 2A), supports the hypothesis of presynaptic scaling in P23H/*Gnat2^−^^/^^−^* mouse retinas. Conversely, we did not observe clearly altered gene expression profiles in RBCs that would imply significant postsynaptic scaling (see Fig. 2B). However, in the previous study, genes such as *Grm6* and *Trpm1*, essential for ON bipolar cell depolarization, were upregulated in 1-month-old P23H retinas.^20^ This discrepancy could have occurred for several reasons. First, in the previous paper, bulk RNA-seq was used instead of scRNA-seq, and it is possible that the scRNA-seq is not sufficiently sensitive to detect *Grm6* or *Trpm1* upregulation in any of the depolarizing bipolar cell types if the total upregulation is spread among the various cell types. 

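In none of the depolarizing bipolar types was the Grm6 level higher in the P23H/Gnat2-/- library. In ON cone bipolar clusters 1, 3 and 4 its ratio was 0.862 (0.730 to 1.02), 0.931 (0.830 to 1.05) and 0.890 (0.755 to 1.05), and in cluster 2 it was 0.350 (0.273 to 0.451). Cluster 2 rests on 113 and 149 UMIs of Grm6 from 63 and 182 cells, with median depths of 1413 and 2156.5 UMIs, and its cone markers were at 0.359 and its bipolar markers at 0.786, so that its cells may be unlike in the 2 libraries. Summed over RBCs and the ON cone bipolar clusters, Grm6 had 766 CPM in Gnat2-/- (738 to 795) and 630 CPM in P23H/Gnat2-/- (608 to 653), which also reflects that cluster 2 was a larger part of these cells. For Trpm1 the ratio was 1.12 (1.03 to 1.20) in cluster 3, 1.01 and 1.09 in clusters 1 and 4 with intervals that held 1, and 0.818 (0.710 to 0.944) in cluster 2. Summed over all ON bipolar cells the Trpm1 ratio was 0.916 (0.894 to 0.940), although it lay above 1 in RBCs, since ON cone bipolar cells, which hold less Trpm1, were a larger part of the 762 ON bipolar cells in P23H/Gnat2-/- than of the 488 in Gnat2-/-.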

Second, the current scRNA-seq was performed using retinas from P23H*/Gnat2^−^^/^^−^* mice, whereas retinas from P23H single-mutant mice were used in the earlier study using bulk RNA-seq.

SYT1 is a vesicular, low-affinity Ca^2+^ sensor that is expressed in both conventional and ribbon synapses.^48^ It plays a crucial role in fast SNARE-mediated exocytosis in photoreceptors.^49^ SNAP25 is a synaptosomal protein that localizes to the presynaptic plasma membrane^50^ and mediates Ca^2+^-dependent exocytosis by facilitating SYT1 binding to SNARE complexes.^51^ It is necessary for the maturation and survival of photoreceptors.^52^ STXBP1 accelerates SNARE-dependent membrane fusion^53^ and is required for the proper localization of synaptosomal proteins, for example, SNAP25, within photoreceptor synaptic terminals.^54^ In addition to SYT1, another important vesicle component is SV2B, which acts as a positive modulator of rod-RBC neurotransmission and is the primary isoform in rod synaptic terminals.^55^ *Sv2b* gene expression is significantly upregulated in P23H/*Gnat2^−^*^/^*^−^* mouse rods (see Fig. 2A), while the protein expression remains nearly unchanged in bulk retina proteomics (see Fig. 3D) despite significant rod loss. Together with the upregulated SNARE complex components, increased expression of this synaptic vesicle component could enable enhanced capacity for glutamate release from surviving P23H/*Gnat2^−^*^/^*^−^* mouse rods, particularly when considering the interaction with SYT1.^56^ However, further research is required to functionally evaluate glutamate release properties. 

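Sv2b transcripts were more abundant in rods of the P23H/Gnat2-/- library, with 261 CPM in Gnat2-/- (248 to 275) and 351 CPM in P23H/Gnat2-/- (338 to 365). The gene lies on chromosome 7 of GRCm38 from 75114894 to 75309262. The ratio was 1.34 (1.26 to 1.43). A UMI of Sv2b was found in 27.3% and 34.8% of rods, or in 13.9% and 17.7% after thinning. Müller glia cluster 1, whose cells are far deeper, held it in 30.3% and 36.5% without thinning, which at such unlike depths does not decide between expression and free RNA. In RBCs the ratio was 0.961 (0.878 to 1.05), which is not distinguishable from 1 at this depth.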

Notably, another synaptotagmin protein SYT7 is upregulated two-fold in P23H/*Gnat2^−^*^/^*^−^* mouse retinal extracts compared with controls (see Fig. 3D). Although SYT7 is not crucial for mouse rod-RBC synaptic function, it does play a modulatory role in the rod pathway, as global SYT7 knockout attenuates scotopic ERG b-waves and oscillatory potentials.^43^

Our proteomics data show upregulation of many matrix-associated/transsynaptic-complex proteins in P23H/*Gnat2^−^*^/^*^−^* versus *Gnat2^−^*^/^*^−^* mouse retinas, which further implies strengthening of rod-RBC synapses in P23H/*Gnat2^−^*^/^*^−^* mice. For example, RBC-enriched NFASC is overexpressed in P23H/*Gnat2^−^*^/^*^−^* mouse retinas (see Fig. 3I). Although the exact role of this protein in the rod pathway is not known, it is necessary for the expression of at least two crucial pre- and postsynaptic proteins at the rod-RBC synapse; namely, bassoon (BSN) and metabotropic glutamate receptor 6 (GRM6), respectively.^44^ The expression patterns of dystrophin (DMD) and dystroglycan 1 (DAG1) also suggest a meaningful modulation at the rod-RBC synapse, as these physiologically interacting presynaptic extracellular matrix (ECM) proteins regulate the synaptic connection between rods and RBCs,^57^^,^^58^ and are crucial for rod-RBC signal transfer.^57^^,^^59^^,^^60^ Compensatory synaptogenesis between rods and RBCs has not been supported previously,^20^ or by our current data. However, there exists a discrepancy between the 4% increase in GRM6 expression in the retinas of P23H/*Gnat2^−^*^/^*^−^* mice and the previously observed approximately 20% decrease in photoreceptor-RBC synapse count.^20^ This finding could be best explained by denser postsynaptic clustering of GRM6 in the remaining rod-RBC synapses.

Finally, although the current data supports presynaptic scaling, the potential influence of postsynaptic mechanisms or intrinsic properties of rods and RBCs should not be overlooked. For instance, the significantly upregulated proteins GNAO1-Alpha1 (P18872-1) and GNB3 (see Fig. 3J) could imply enhanced signaling in the transduction cascade of postsynaptic GRM6 receptors in RBCs. In addition, the RBC cascade is physically linked to the presynaptic-release machinery through the trans-synaptic-protein complex, and these interactions play a key role in maintaining rod-RBC synapses.^61^^,^^62^ Thus, a comprehensive view of homeostatic compensation can be achieved only by considering the reciprocal molecular cascade within the rod-RBC synapse, including the trans-synaptic-complex and its possible role in shaping the synaptic architecture and synaptic responses.^63^ More research on these plasticity mechanisms is needed to optimally utilize homeostatic plasticity in vision-saving therapies while simultaneously suppressing maladaptive retinal remodeling.^64^ Another important aspect to study in the future is the effect of aging, as plasticity typically declines with age. Indeed, reduced retinal plasticity has been observed in mature mouse retina,^65^ although, in another test paradigm, adult mouse retinas still exhibited considerable functional compensation.^66^

### Limitations of the Data

Although scRNA-seq enables the detection of DEGs related to synaptic scaling in both rods and RBCs, the disproportionately high number of captured rods compared with RBCs results in greater statistical power in the rod cluster, leading to the identification of more DEGs. A major limitation of global bulk proteomics is the poor coverage of membrane proteins, such as G protein-coupled receptors and ion channels, and the lack of spatial resolution in protein localization. Proteins embedded in membranes are known to be difficult to separate and identify, which makes them difficult to study.^67^ Further data on the expression and localization of these, and proteoforms in general, could provide valuable insights into presynaptic homeostatic plasticity and its underlying molecular mechanisms. For example, the calcium channel voltage-dependent L-type calcium channel subunit alpha-1F, Ca_V_1.4 (CACNA1F), which was not detected in our proteomics dataset but plays a crucial role in organization of the rod photoreceptor synapse,^68^ has also been shown to drive presynaptic plasticity at the cone-photoreceptor synapse.^24^ Moreover, changes in the expression or post-translational modification of, for example, GRM8 (metabotropic glutamate receptor 8) that is an inhibitory autoreceptor in rods,^69^^,^^70^ could be important in presynaptic scaling. In some cases, false negatives in layer-specific changes could be reduced by examining specific splice variants, such as PICCOLINO, the ribbon-specific variant of piccolo (PCLO ).^71^^,^^72^ In adddition, differentiating the expression of protein isoforms specifically in the OPL could increase knowledge on presynaptic homeostatic plasticity. For example, SNAP25 isoforms can regulate plasticity in a central synapse,^73^ and they have been suggested to play a role in photoreceptors as well.^74^ In addition, the gene-expression data (see Supplementary Fig. S3, Supplementary File S7) may not accurately correspond with the protein expression levels in specific cell types, for instance, due to low protein turnover, which decreases the requirement for translation. For example, *Bsn* is reportedly expressed only in 5.35% of rods (see Supplementary File S7^26^), although, in principle, the protein BSN is found in every rod photoreceptor terminal. Estimating the site of differential expression based on the scRNA-seq data is complicated by this discrepancy, thereby making it more difficult to predict the biological significance of DEPs identified in the global proteomics data. Finally, in our protein expression experiment based on IHC signal quantification, the linear relationship between fluorescence signal intensity and the actual abundance of target proteins was not independently validated, a common limitation inherent to immunohistochemistry.^75^

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

Supplement 4

Supplement 5

Supplement 6

Supplement 7

Supplement 8

Supplement 9

Supplement 10

Supplement 11

# Supplementary material for: Presynaptic Changes in Mouse Rod Photoreceptors During Early Retinitis Pigmentosa
**Source:** Invest Ophthalmol Vis Sci. 2025 Dec 1;66(15):4. doi: 10.1167/iovs.66.15.4
**Supplement:** Supplement 1

# **SUPPLEMENTARY FIGURES**

**Presynaptic changes in mouse rod photoreceptors during early retinitis**

**pigmentosa**

Elias Roihuvuo^1^, Lee Sturgis^2^, Ahmed B. Montaser^1^, Marcin Tabaka^2,3^, Elliot H. Choi^4^, Deepa Mathew^5^, Anthi-Styliani Makiou^1^, Kristiina M. Huttunen^1^, Krzysztof Palczewski^4,6,7,8^, Frans Vinberg^5^, Henri Leinonen^1*^

Contents

[1. scRNA-seq GO and KEGG pathway analyses 3](#_Toc201440272)

[2. Genes expression of retinal markers used in this study 4](#_Toc201440273)

[3. Proteomics GO and KEGG pathway analyses 5](#_Toc201440274)

[4. Immunohistochemistry from retinal cross-sections 6](#_Toc201440275)

### scRNA-seq KEGG and GO pathway analyses

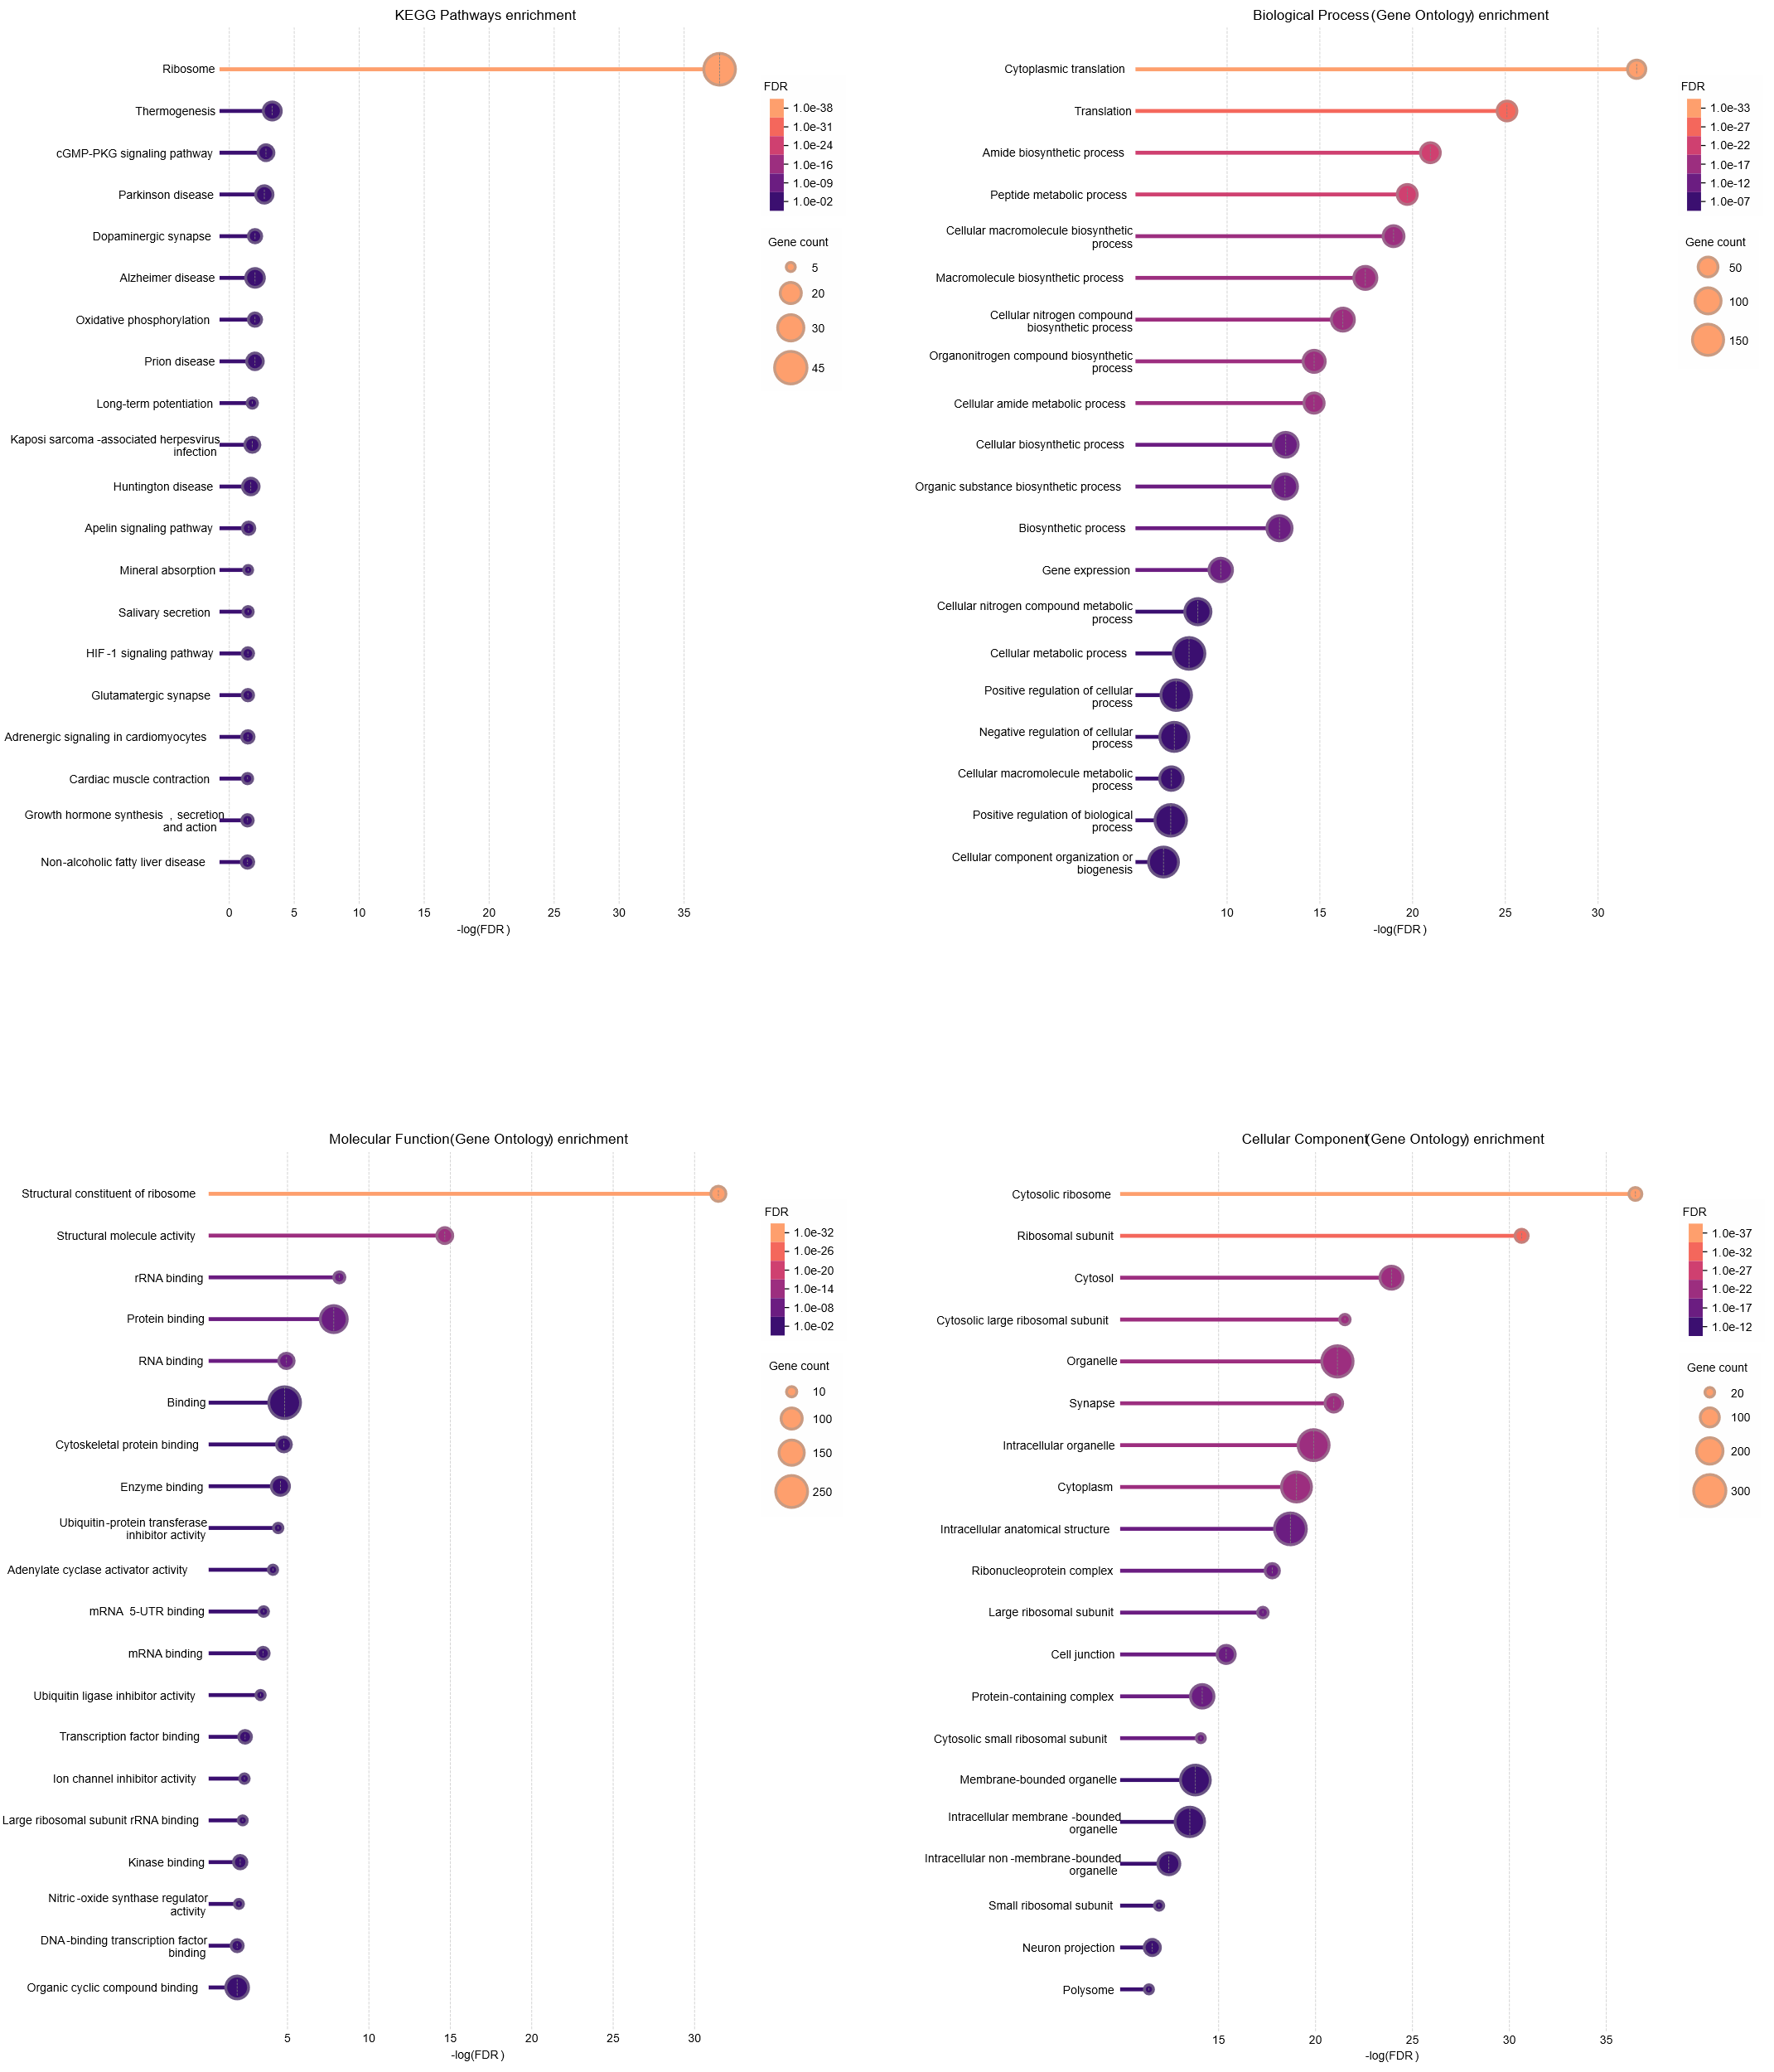

**Figure S1.** KEGG and GO pathway enrichment analyses based on upregulated DEGs in the rod cluster of P23H/*Gnat2⁻/⁻* mouse retinas relative to *Gnat2⁻/⁻* controls. The analysis is based on 333 query genes from string.db.

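Beyond synaptic genes, most ribosomal protein genes were higher in rods of the P23H/Gnat2-/- library. Of 81 measured, 73 were higher and 8 lower, with a median log2 ratio of 0.18 (percentile 100), or 66 and 15 under TMM scaling and 63 and 18 after free RNA was subtracted. Rps24 was at 1.41 (1.36 to 1.46) and Rps8 at 1.11, whereas Uba52 was at 0.631 (0.574 to 0.693). Rps29 was at 1.05 (1.02 to 1.09), and at 0.961 in rods with at least 2000 UMIs, a setting chosen after the data were seen in which the list had 60 higher and 21 lower (percentile 93.4). Of 13 mitochondrially encoded genes, 12 were lower (median -0.33, percentile 0.1), with mt-Atp6 at 0.759 and mt-Nd3 at 0.656, while mt-Nd1 was at 1.02 with an interval that held 1 and at 0.966 under TMM scaling. The median of this list was below 0 in all other cell types with at least 50 cells per library too, from -0.58 in Müller glia 2 to -0.05 in GABAergic amacrine cells. Nuclear genes of oxidative phosphorylation had 40 members higher and 16 lower (median 0.10, percentile 85.4), or 33 and 23 under TMM scaling and 48 and 8 with all rods weighted equally, but 22 and 33 in rods with at least 2000 UMIs, where the median changed side to -0.04 (percentile 0.845). Glycolysis had 8 higher and 10 lower (median -0.01, percentile 17.0), or 6 and 12 under TMM scaling and, with the median on the other side at 0.05, 11 and 7 with all rods weighted equally. Immediate early genes had 10 higher and 2 lower (median 0.34, percentile 99.4), with Junb at 2.33 and Atf3 at 2.57 against 0.726 for Egr1. After free RNA was subtracted, that list had 4 members left, too few to give a direction. For ER stress, 5 of 6 measured genes were higher (median 0.26, percentile 94.5), and for cell death only 2 genes could be measured, 1 higher and 1 lower (median -0.15, percentile 9.99), both lower under TMM scaling, and with a median of 0.02 among cells with more than 500 genes and under 10% mitochondrially encoded UMIs.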

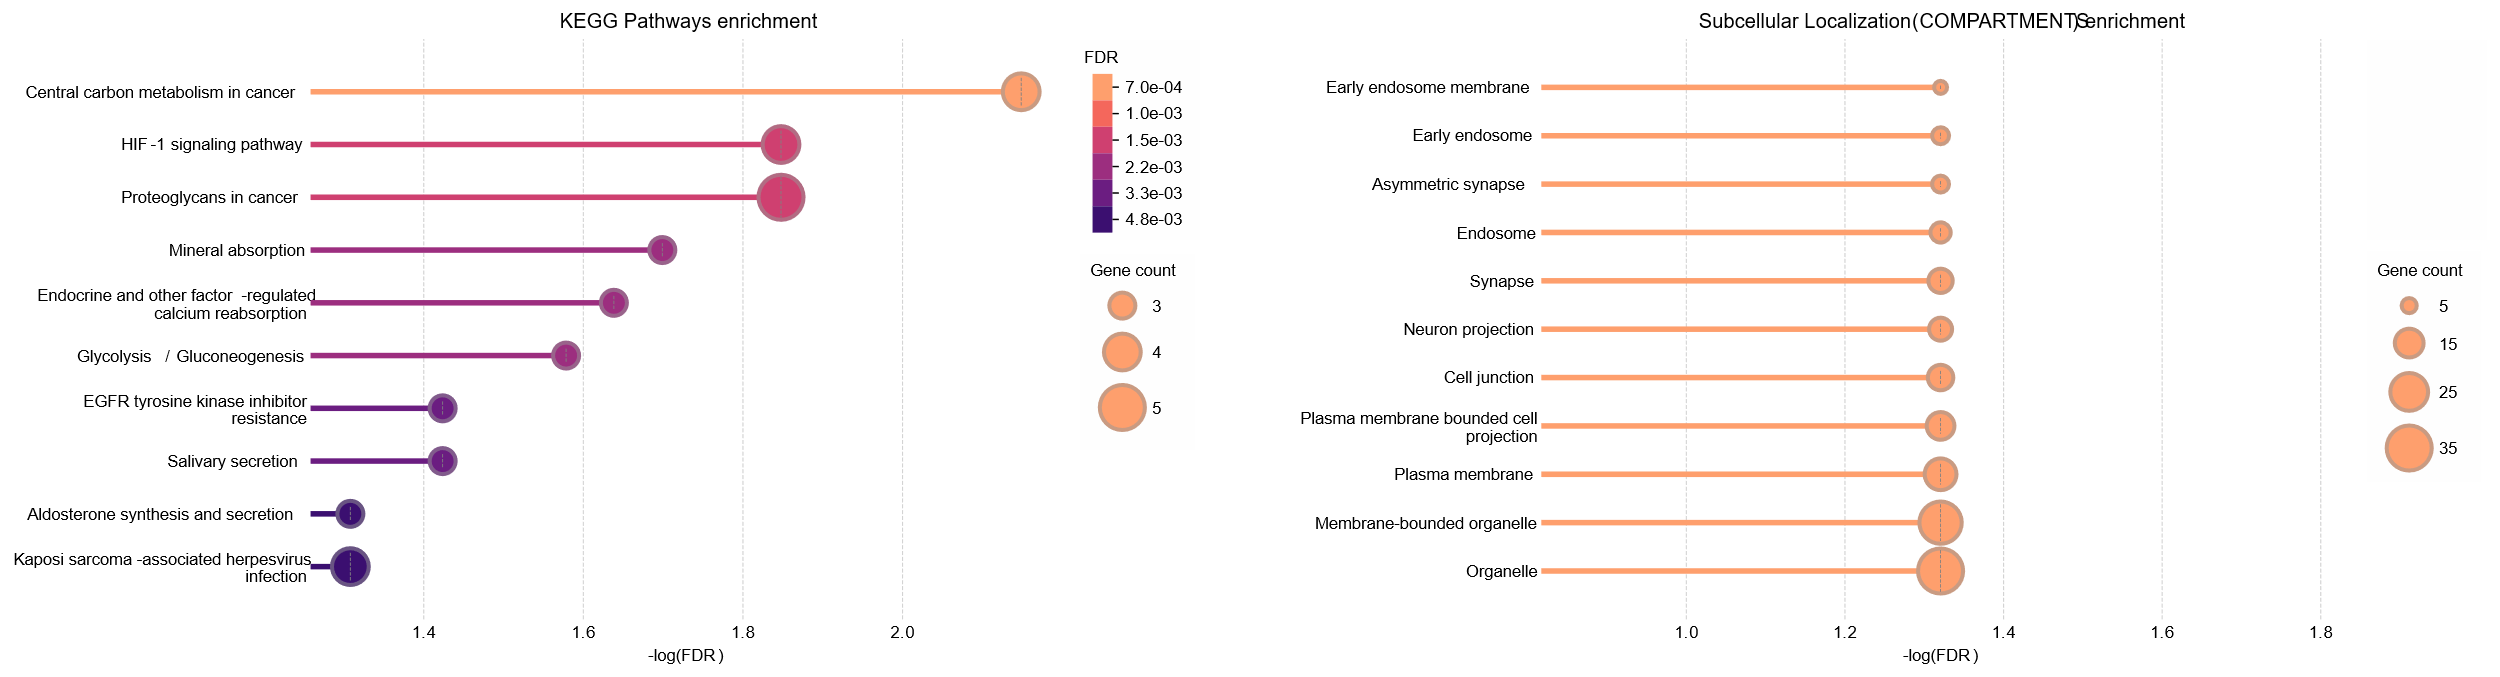

**Figure S2.** KEGG and GO pathway enrichment analyses based on upregulated DEGs in the rod cluster of P23H/Gnat2⁻/⁻ mouse retinas relative to Gnat2⁻/⁻ controls. The analysis is based on 51 query genes from string.db.

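The paper gives 51 upregulated genes for RBCs, the number of query genes used here, and the values that follow are those of RBCs. Glycolysis genes were higher almost throughout, with 16 of 17 measured members above 1 and a median log2 ratio of 0.33 (percentile 100). The lactate transporter gene Slc16a3 was at 2.31 (1.68 to 3.22), Tpi1 at 1.53 (1.43 to 1.63), Aldoa at 1.24 (1.18 to 1.31) and Gapdh at 1.13 (1.08 to 1.17). Glycolysis medians also lay above 0 in OFF cone bipolar cluster 1 (0.14, 14 of 16 higher) and in ON clusters 1 (0.10, 14 of 17) and 3 (0.07, 11 of 16). In ON cluster 2 the median was -0.05 (7 of 17 higher). In RBCs all 7 measured injury response genes were higher (median 0.89, percentile 100). A2m, an acute phase protease inhibitor, had 4.12 CPM in Gnat2-/- and 124 CPM in P23H/Gnat2-/-, a ratio of 30.1 (15.6 to 66.6), and the metallothionein genes Mt1 and Mt2 were at 1.77 and 1.85. The 13 mitochondrially encoded genes were all lower (median -0.46, percentile 0), with mt-Co1 at 0.699. This is not particular to RBCs, since the list median lay below 0 in every other cell type with at least 50 cells per library. Ribosomal protein genes had 26 members higher and 55 lower (median -0.05, percentile 0.115), or 13 and 68 under TMM scaling. Nuclear oxidative phosphorylation had 33 higher and 22 lower (median 0.01, percentile 47.0), or 24 and 31 with a median of -0.03 under TMM scaling. Immediate early genes had 5 higher and 6 lower (median -0.01, percentile 27.3; 6 and 5 with a median of 0.05 when all RBCs weighed equally), ER stress 1 higher and 5 lower (median -0.14, percentile 2.45) and cell death 1 higher and 1 lower (median 0.13, percentile 72.7). The rod transcripts Rho and Sag, which RBCs should lack, were at 0.638 (0.594 to 0.686) and 1.81 (1.65 to 1.99) in RBCs.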

1. Genes expression of retinal markers used in this study
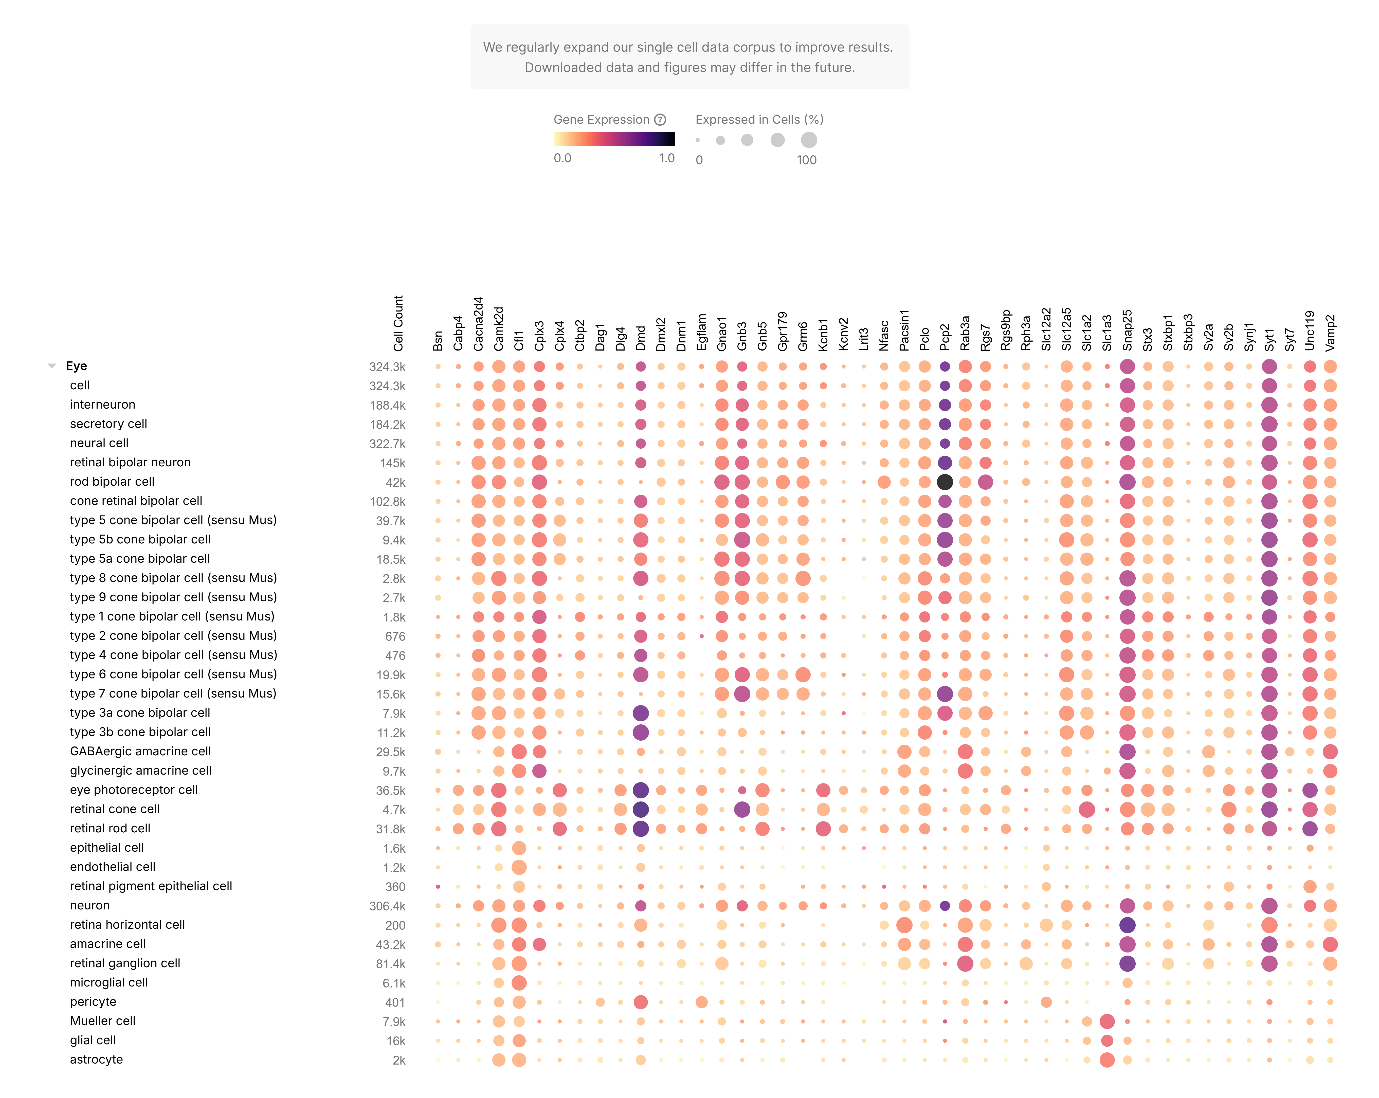

**Figure S3**. Mouse eye gene expression dot plot downloaded from CellxGene online tool: (<https://cellxgene.cziscience.com/gene-expression> doi: https://doi.org/10.1101/2023.10.30.563174, accessed: March 3, 2025)

### Proteomics KEGG and GO pathway analyses

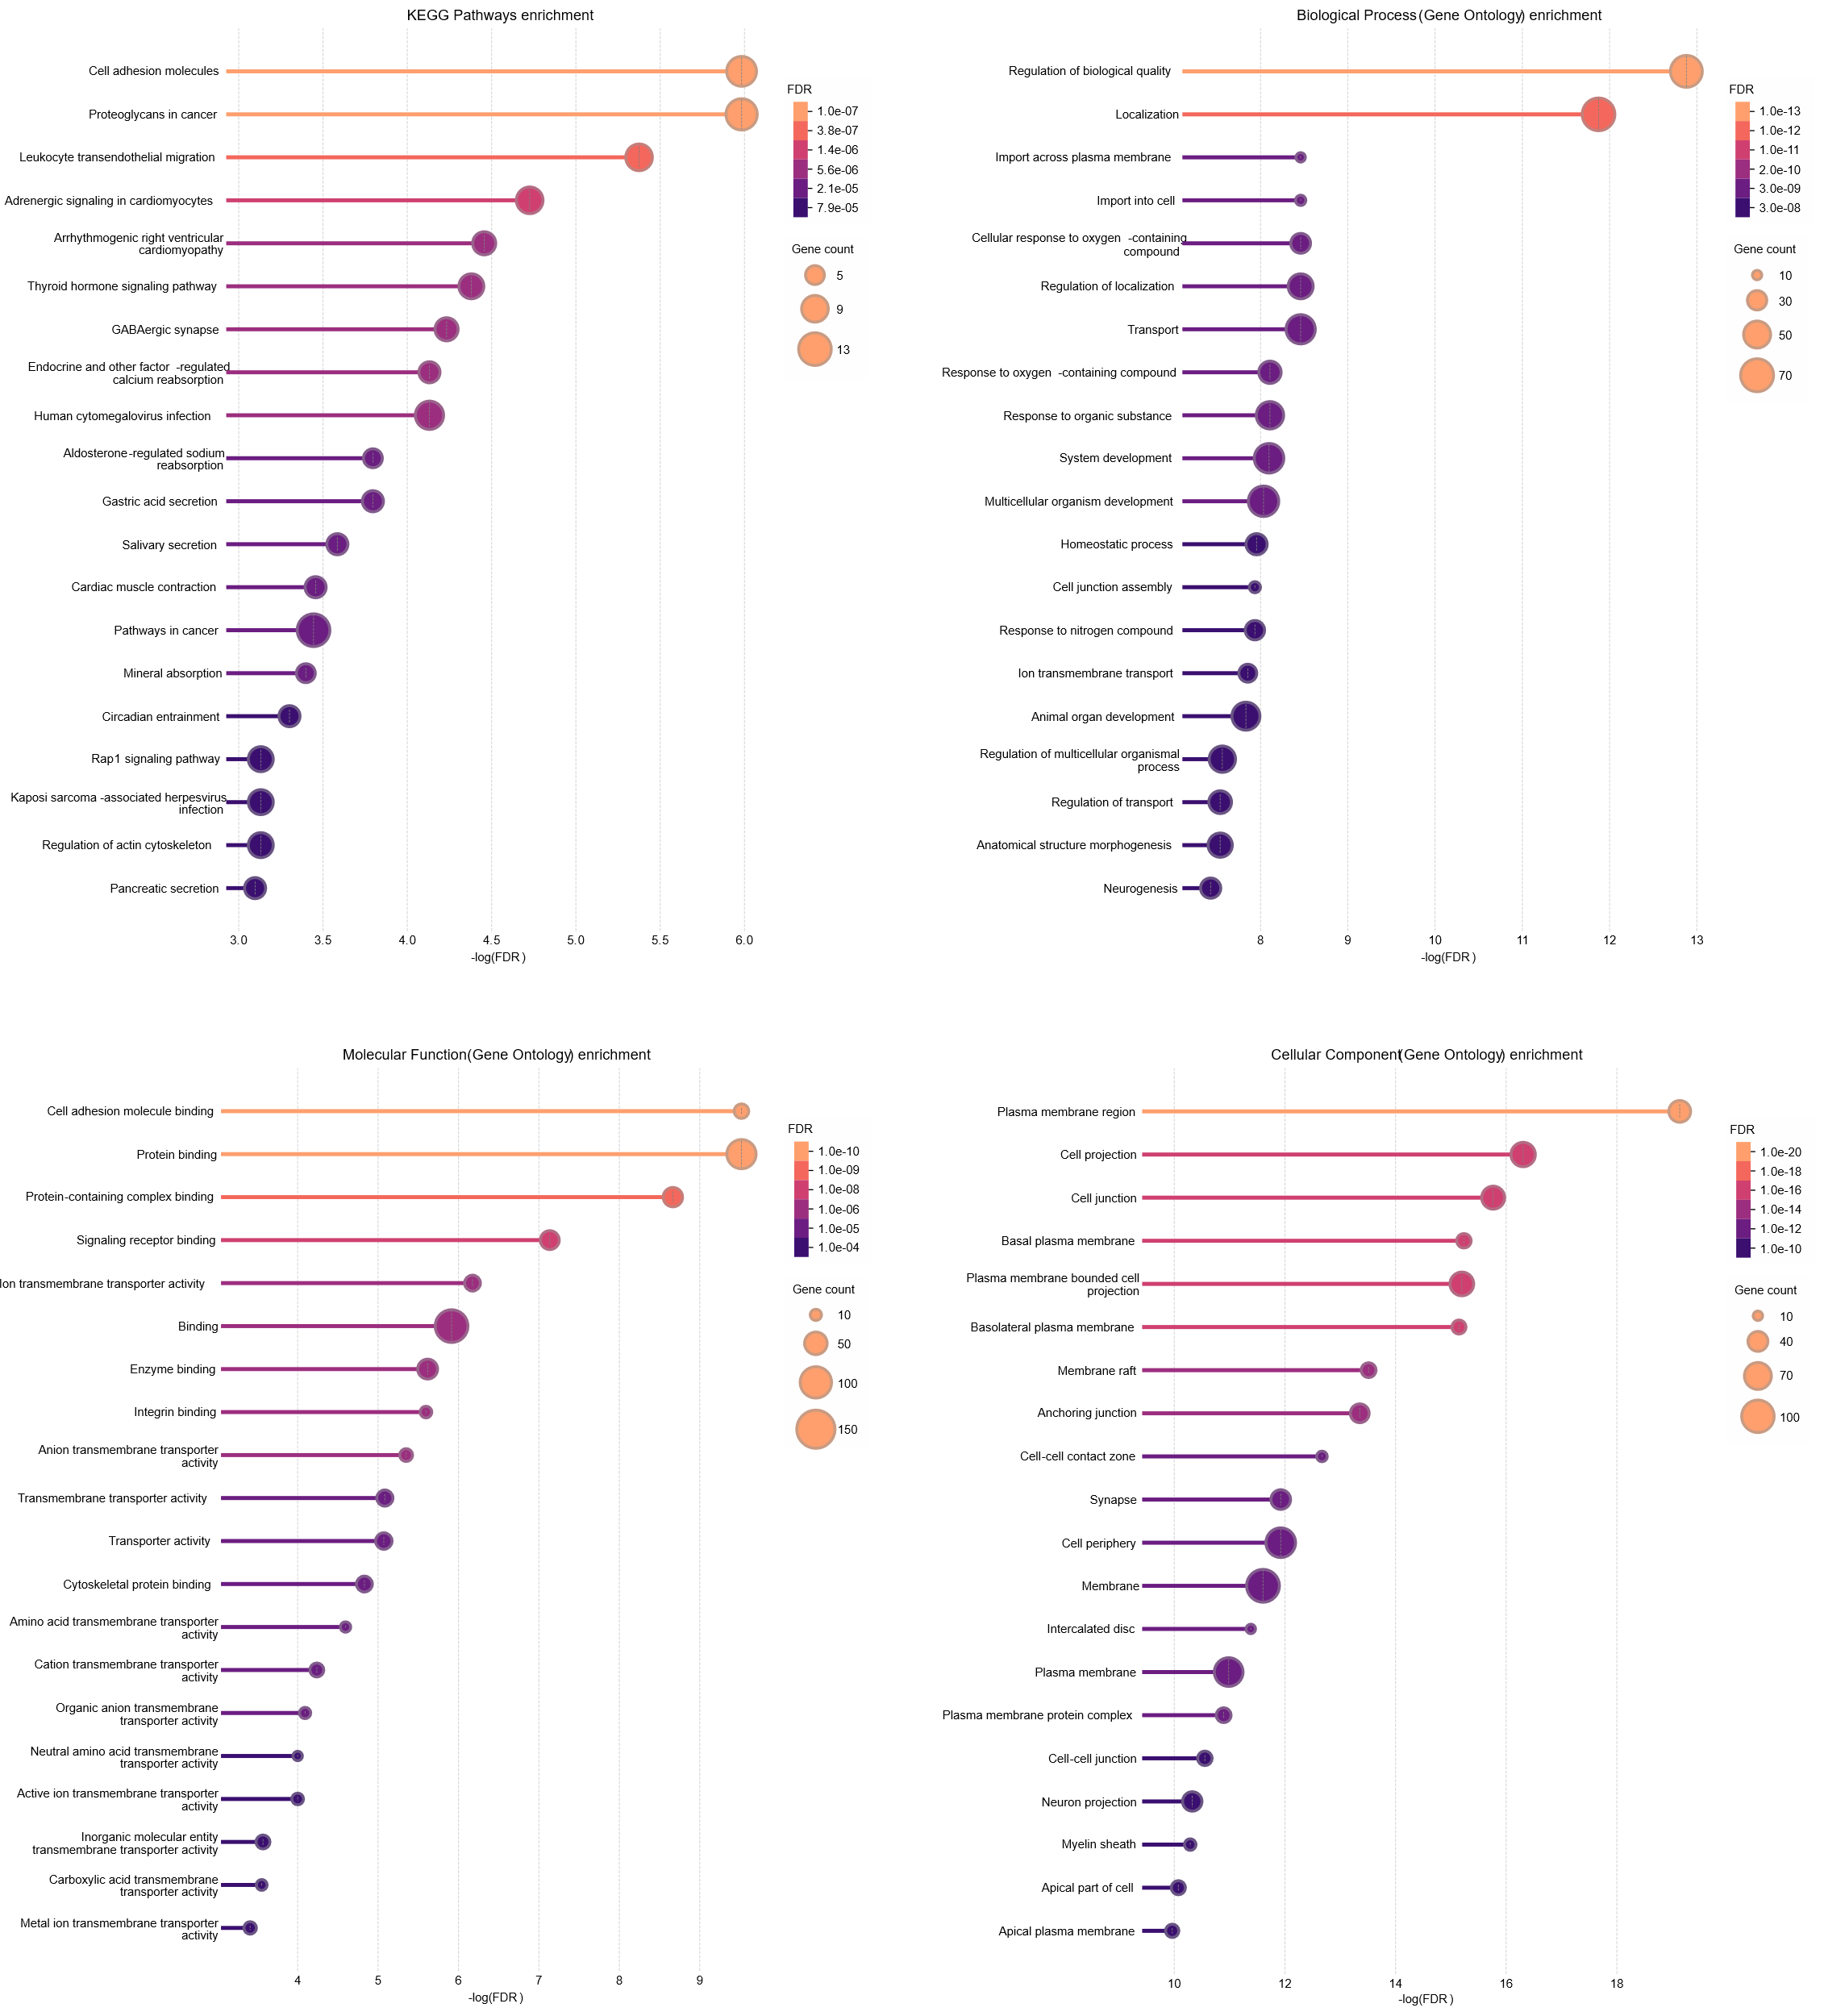

**Figure S4**. KEGG and GO pathway enrichment analyses based on proteins upregulated in P23H/Gnat2⁻/⁻ mouse retina homogenates relative to Gnat2⁻/⁻ controls. The analysis is based on 140 query proteins from string.db

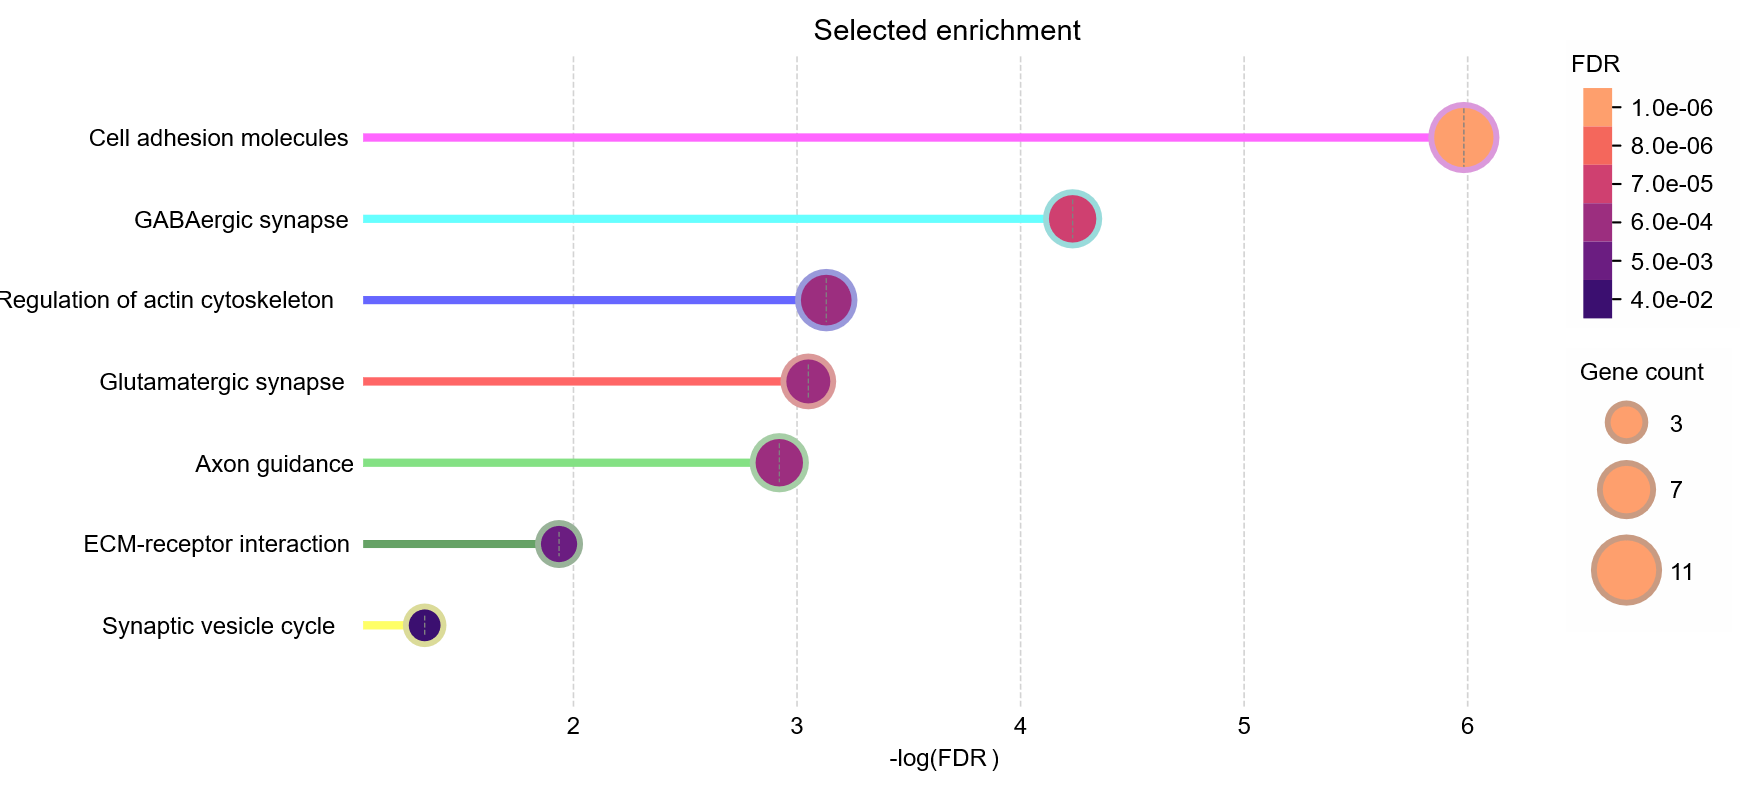

**Figure S5**. Selected GO pathway enrichment analyses based on proteins upregulated in P23H/Gnat2⁻/⁻ mouse retina homogenates relative to Gnat2⁻/⁻ controls. The analysis is based on 140 query proteins from string.db

### Immunohistochemistry from retinal cross-sections

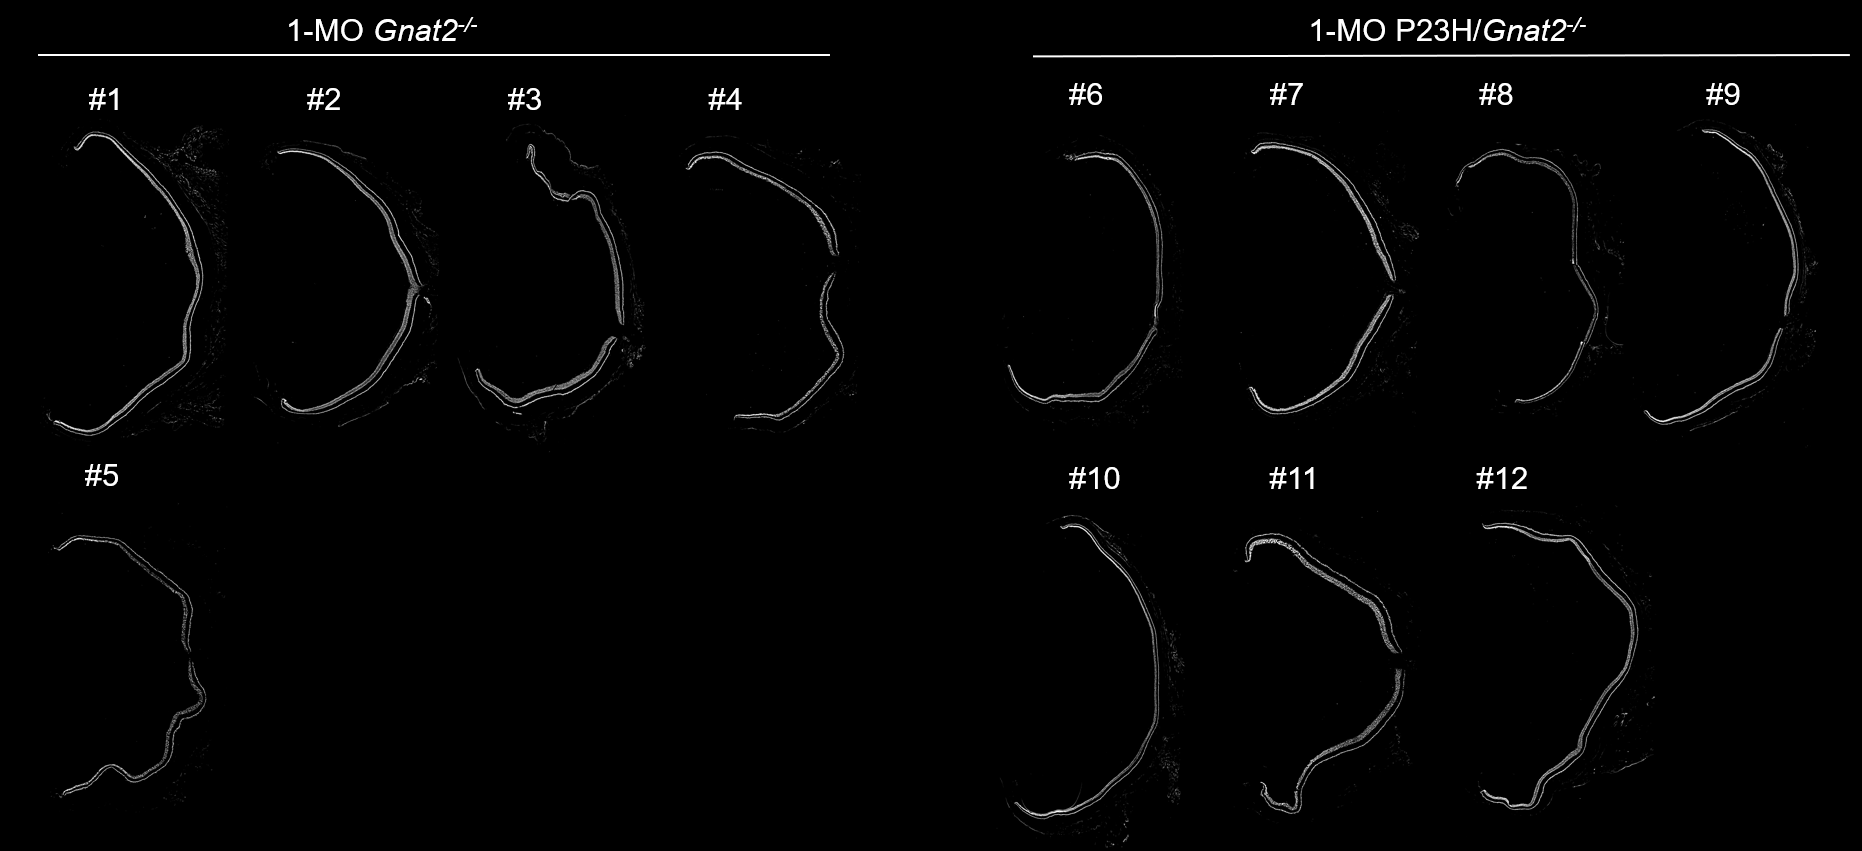

**Figure S6**. Representative retinal cross-sections from each biological replicate used for SYT1 expression analysis. SYT1 was labeled using an Alexa Fluor 488–conjugated secondary antibody. Sample numbers correspond to the unique identifiers of individual biological replicates.

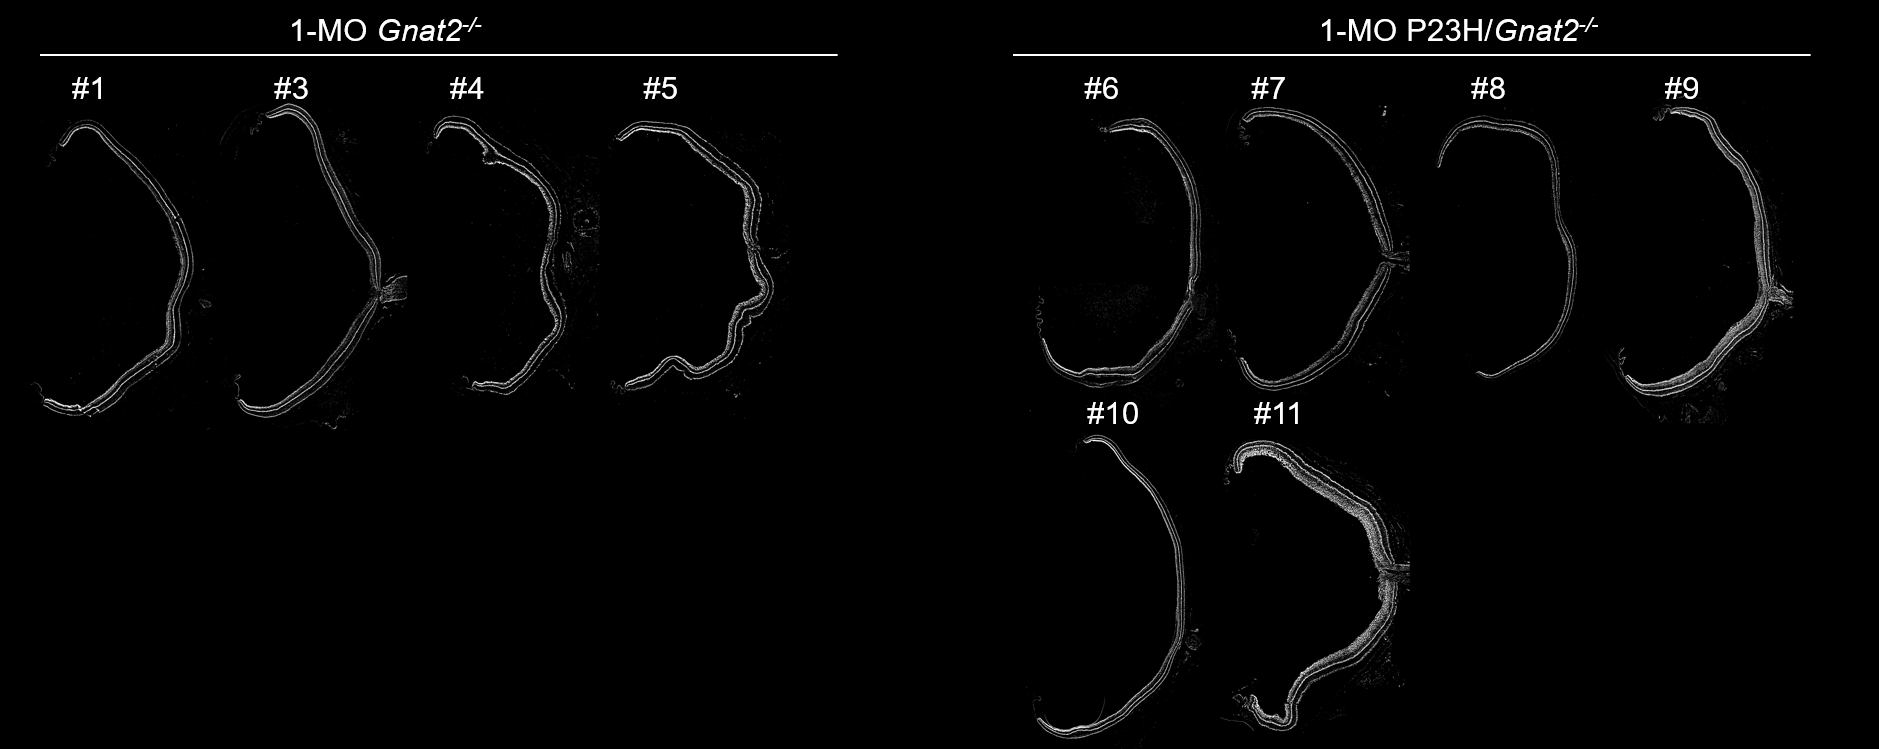

**Figure S7**. Representative retinal cross-sections from each biological replicate used for SNAP25 expression analysis. SNAP25 was labeled using an Alexa Fluor 647–conjugated secondary antibody. Sample numbers correspond to the unique identifiers of individual biological replicates.

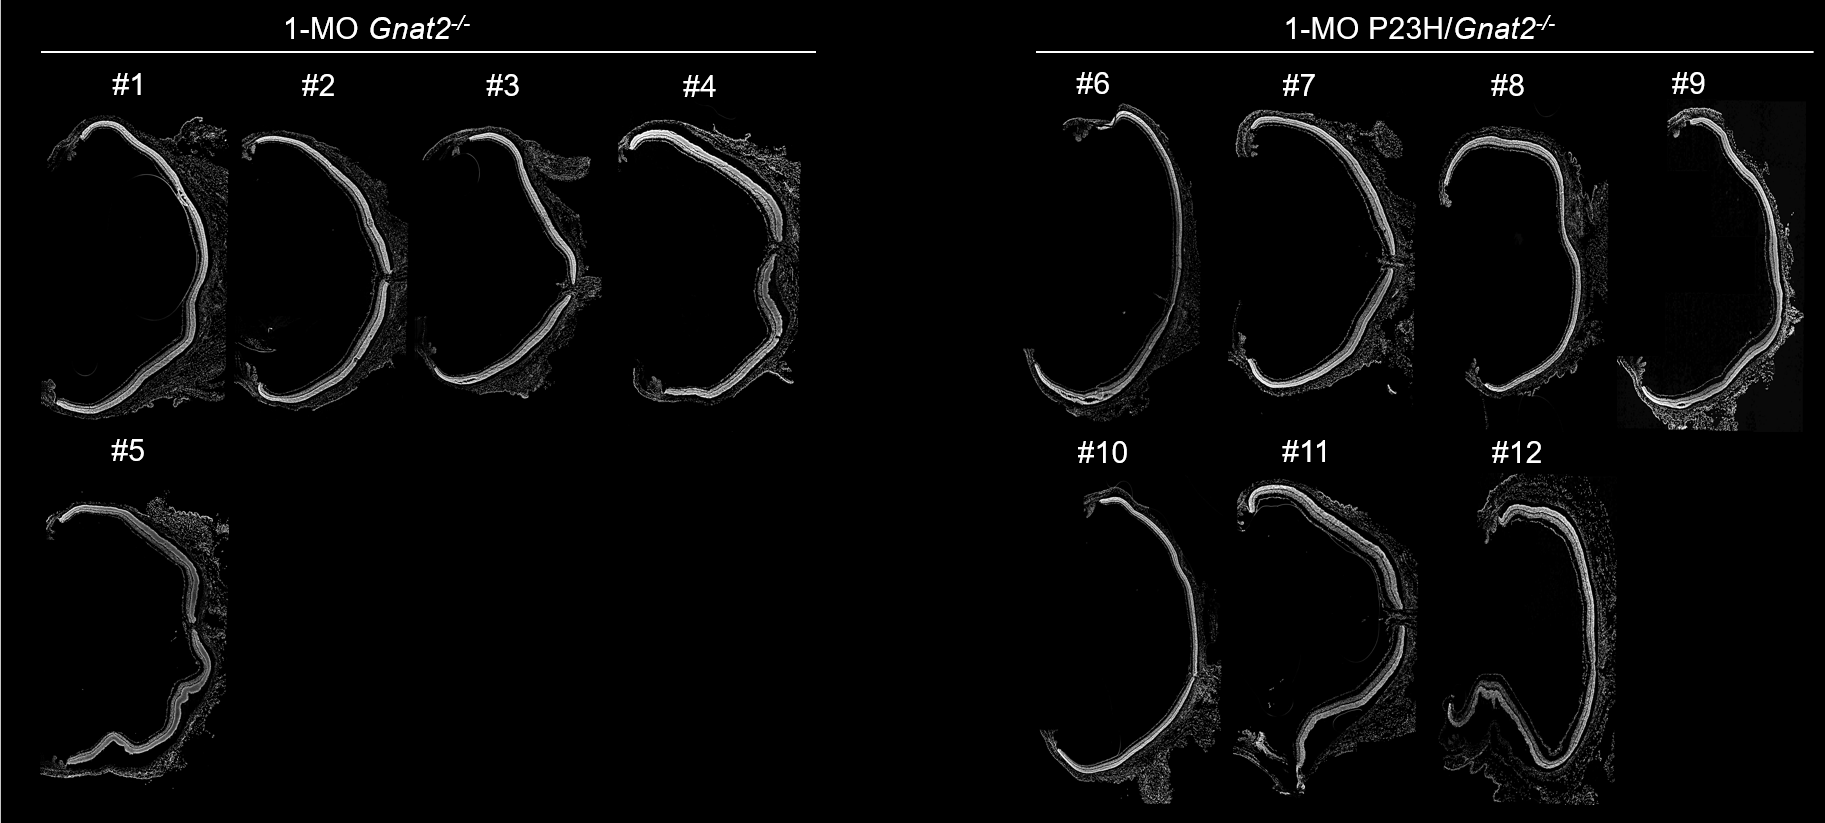

**Figure S8**. Representative images of retinal cross-sections from each biological replicate used for ONL thickness analysis. Nuclei were stained with DAPI. The sample number refers to the unique identifier of each biological replicate.

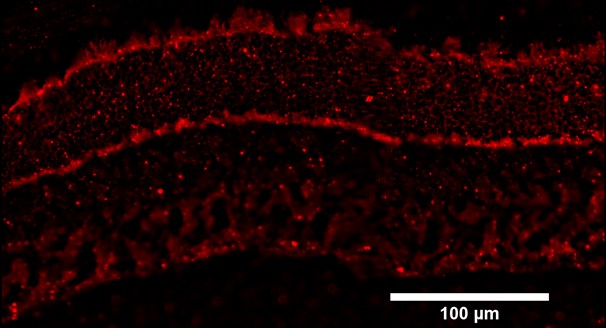

**Figure S9**. STXBP1/MUNC18-1 staining showing diffuse, granulose artifacts in mouse retina cross-section.

**Supplementary Datafile S1**. [scRNA-seq, DEGs for cluster annotation]

**Supplementary Datafile S2**. [scRNA-seq, Comparative gene expression in clusters 0-17]

**Supplementary Datafile S3**. [scRNA-seq_Cluster 0 (Rods)]

**Supplementary Datafile S4**. [scRNA-seq_Cluster 2 (RBCs)]

**Supplementary Datafile S5**. [Proteomics, limma results]

**Supplementary Datafile S6**. [Proteomics, DEPs]

**Supplementary Datafile S7**. [CELLxGENE_gene_expression]

**Supplementary Datafile S8**. [List of functions of selected proteins]

**Supplementary Datafile S9**. [Fold-change of relevant & categorized proteins]

**Supplementary Datafile S10**. [IHC, SYT1 and SNAP25 expression, ONL nuclei row analysis]

How the deposited data were processed for this re-analysis (not part of the article)

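The data are 2 single-cell RNA-seq libraries of retinal cells from 1-month-old mice, 1 of Gnat2-/- and 1 of P23H/Gnat2-/- mice. Each pools 1 retina from each of 4 mice (2 males, 2 females). The submitters' notes give 10000 loaded cells in one place and 16500 in another. The authors aligned reads to mm10 and counted UMIs with Cell Ranger 6.0.1, combined the matrices, removed doublets with Scrublet, kept cells with more than 200 genes in Seurat 3.2.2, and named the clusters. No doublet caller was run again here. The lowest gene number in a deposited cell is 220, and the lowest UMI total is 498.

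The deposited matrix holds values on a natural log scale, ln(1 + 10000 × UMIs / total of the cell). Whole UMI numbers were recovered from it by inverting that formula, with a tolerance of 0.001, for 17800794 of 17800794 entries. The totals and the gene numbers equal those of the authors' deposited cell table in every cell. The plan written before the data were examined assumed raw counts, and the recovered UMI counts were used in their place. The authors' deposited cell table gives each cell's library and cluster.

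The matrix has 17263 rows without gene names. The study's tables list, per gene and cluster, an average log fold change and the shares of cells with a UMI. These were recomputed for every row. From the genotype tables, a name was given to a row where the log fold change matched that row alone (tolerance 1e-09). The shares were compared afterwards and agreed for all 4334 (tolerance 0.00051). From the marker table, the log fold change (tolerance 6e-06) and both shares had to match that row alone. All 4334 rows of the genotype tables of clusters 0 to 9 and the first 1999 rows of the marker table, the parts held here, matched 1 row each; no set test was run on these shortened tables. No row got 2 names. As a check that used no part of the matching, 3994 of 3994 pairs of neighbouring named rows on the same chromosome rise in position in GENCODE vM21 (GRCm38), and the names form 22 blocks for 22 chromosomes. This names 4051 rows (23.5%), 301 of them through the rods' genotype table alone. Named rows favour genes with a difference that the study listed, so that list results describe such genes first. Bsn, Grm8, Syt7, Dag1 and Gnat2 are among the genes not analysed here.

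UMIs were summed over the cells of each cell type and library and divided by the total of that cell type, and scaled to 1000000 to give CPM. Ratios are P23H/Gnat2-/- to Gnat2-/-, with the exact conditional binomial 95% interval of 2 Poisson counts. CPM values have exact Poisson intervals and shares have Clopper-Pearson intervals. With 1 pooled library per genotype no test was run, and no p-value is given; cells were not used as replicates. Shares of cells with a UMI are also given after each cell was thinned to 564 UMIs for rods and 1056 for RBCs, the percentile 10 of the shallower library.

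Gene lists were fixed before the data were examined, although the study's tables of the same cells had been read by then. The 28 lists cover phototransduction and outer segment, rod transcription factors, SNARE and SNARE-accessory, synaptic vesicle, ribbon active zone and calcium channel, trans-synaptic complex, postsynaptic mGluR6 cascade, glutamatergic synapse, ribosomal proteins, mitochondrially encoded, nuclear oxidative phosphorylation, glycolysis, injury response, immediate early, ER stress, cell death, markers of rods, cones, amacrine, bipolar, Müller glia, horizontal, ganglion, microglial, endothelial and pericyte, astrocyte and RPE cells, and the genes the paper names. A list's median log2 ratio is set against 10000 random lists of the same size matched in 20 bins of mean CPM (seed 20251). The plan drew these from measured genes; they were drawn from measured genes with a name, 3682 in rods and 3317 in RBCs, and draws from all 10779 and 8144 measured rows were added. Genes are named by a fixed rule: the genes the paper names, the 10 largest ratios in each direction in rods and RBCs among genes with at least 200 UMIs and 20 in each library, the 5 largest in other cell types with at least 50 cells per library, and the most abundant and most changed members of each list. The text prints part of these, picked after their values were seen.

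Free RNA is RNA from broken cells that enters every droplet. Its share of a cell type's UMIs was estimated from markers of other cell types (amacrine and bipolar for rods, rod markers for RBCs) relative to the library's summed profile, and was subtracted in one alternative; residual counts were held at no less than 3. Intervals of ratios after subtraction are not exact. They are normal approximations on the log scale, with the share held fixed unless stated. Other alternatives were TMM factors from edgeR 4.0.16 (0.975 and 1.03 in rods, 0.984 and 1.02 in RBCs), a total without outer segment and mitochondrially encoded genes, cells weighted equally, cells with more than 500 genes and under 10% mitochondrially encoded UMIs, list minimums of 1 UMI (pseudocount 1) and 200 UMIs, and shares of cells other than rods. Subtraction with amacrine markers alone, rods with at least 2000 UMIs, random lists from all measured rows and lists without names from the rods' table alone were added after the data were seen. The median log2 ratio of all measured rows in rods is 0.05, or -0.02 with TMM factors and 0.01 with the reduced total.

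The calculations were tested on simulated data first. The intervals held the true ratio for 95.5% of 10779 rows in rods and 96.4% of 8144 in RBCs. Of unchanged random lists of 15 genes, 98% in rods and 95% in RBCs fell between percentiles 2.5 and 97.5, and simulated free RNA of 2% and 10% in rods was estimated at 1.93% and 10.2%. The simulated rods expressed none of the markers themselves, so that this checks the calculation only and does not bear on the shares estimated in the data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3 were used. Proteomics and immunohistochemistry were not analysed here.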

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

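The tests of free RNA from inner retinal cells and from rods in this part were chosen after the levels were seen; the test of abundant transcripts was set beforehand. The first pattern is the excess of Snap25, Stxbp1, Syt1 and Sv2b in P23H/Gnat2-/- rods. A fall of abundant transcripts raises the share of all others, yet under TMM factors and under the total without outer segment and mitochondrially encoded genes the lowest lower bound of the 4 ratios is 1.07, which argues against it as the whole cause. Free RNA of amacrine and bipolar cells was weighed by the level of their markers in rods and the profiles of those cells: the rises of Stxbp1, Syt1 and Sv2b exceed that supply by at least 44.4, 313 and 63.6 CPM (lower counting bounds), which argues against free RNA of these cells as the whole cause. Free RNA from other cells was not excluded for any of the 4 genes. For Snap25 the rise of 99.5 CPM compares with a supply of 86.3 CPM, the lower bound of the excess is -14.3 CPM, and free RNA of these cells and a change in rods cannot be told apart, although the ratio after subtraction keeps a lower bound of 1.01; with the free shares at the ends of their own intervals it is 0.996. These 2 bounds were tried first, in that order, and the comparison with the supply followed. The genotype remains an open explanation as a hypothesis, since 1 pool per genotype leaves differences between pools untested.

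The second pattern is lower Rho and higher Sag in RBCs, which should hold neither. The count ratio of Sag to Rho differs between the libraries by a factor of 2.83 in RBCs (2.52 to 3.19) and of 2.68 in rods, with 2.53 in both Müller glia clusters. A candidate explanation is free RNA from rods, which would carry the change of rods into other cell types. Sag in ON cone bipolar cluster 1 (ratio 2.20) may have the same source, as the factor of 2.83 was seen in another bipolar type; this was not tested in that cluster.

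Some genes lay on opposite sides of 1 in rods and RBCs with both counting intervals off 1; these differences were not tested. The ratios in rods and RBCs were 1.26 and 0.873 for Clcn3, 1.72 and 0.812 for Cplx3, 0.872 and 1.46 for Cplx4, 1.21 and 0.871 for Gnao1, 1.12 and 0.924 for Nsf, 1.11 and 0.925 for Prkca, and 1.18 and 0.938 for Snap25. In rods, Gnao1 was at the floor after free RNA was subtracted, so that its ratio there is not told from background. Prkca is itself 1 of the bipolar markers behind the free RNA estimate for rods, which takes them as absent from rods. Yet Prkca kept 1646 and 2430 UMIs in Gnat2-/- and P23H/Gnat2-/- rods after subtraction. Either rods hold Prkca and the estimated share is too high, or its ratio in rods reflects background, and these cannot be told apart here. Cplx3 kept 114 and 479 UMIs in Gnat2-/- and P23H/Gnat2-/- rods, but its Gnat2-/- count was at the floor with amacrine markers alone. The search covered the SNARE, synaptic vesicle and mGluR6 cascade lists, picked after some of these values were seen. The ribosomal protein list had medians of 0.18 in rods and -0.05 in RBCs.

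In cell types the paper does not report on, the named gene with the largest excess among those with at least 200 UMIs and 20 in each library in P23H/Gnat2-/- was Serpina3n in Müller glia 1 (ratio 7.66, 5.90 to 10.1), Mt2 in Müller glia 2 (9.96, 8.01 to 12.5), H2-D1 in cones (2.18, 1.70 to 2.82), Calb2 in GABAergic amacrine cells (9.04, 5.90 to 14.6), Gng3 in glycinergic amacrine cells (2.63, 1.79 to 4.01; rod and bipolar markers there were at 0.389 and 0.243, and median depths were 1399.5 and 2833.5 UMIs), Neto1 in ON cone bipolar cluster 2 (3.16, 2.20 to 4.68), Drd4 in OFF cone bipolar cluster 1 (1.71, 1.26 to 2.36) and Hspa5 in ON cone bipolar cluster 3 (1.80, 1.40 to 2.35). Marker levels and depth also differed between the libraries in Müller glia 2, GABAergic amacrine cells and ON cone bipolar cluster 2, so that Mt2, Calb2 and Neto1 carry the same limit as Gng3. The share of amacrine cells was 2.33 times higher in P23H/Gnat2-/- (1.93 to 2.83).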

How the results depend on the processing

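No paired analysis was possible because each genotype is 1 pooled library. Alternatives with amacrine markers alone, with rods of at least 2000 UMIs and with other name sets were added after the data were seen. Of 57 genes in rods, 52 kept their direction in all settings run, and of 40 in RBCs, 39; of all lists with a measured gene, 17 of 25 in rods and 10 of 22 in RBCs kept the sign of their median. Genes whose count reached the floor after subtraction have no value there. The cause of the changes that follow was not tested. With TMM factors the ratios in rods were 1.12 for Snap25, 1.12 for Stxbp1 and 1.56 for Syt1, and the list medians were -0.40 for phototransduction and 0.10 for ribosomal proteins. With free RNA subtracted they were 1.08 for Snap25, 1.25 for Stxbp1, 1.48 for Sv2b, -0.21 for phototransduction and 0.13 for ribosomal proteins, and Stx3 (1.02) and Dmd (1.00) changed side, as did Pcp2 in RBCs (1.04). With amacrine markers alone Snap25 was at 1.12, Sv2b at 1.48, ribosomal proteins at 0.25, and Pclo changed side (0.990). The immediate early list in rods kept 4 members (-3.50) after subtraction, 1 (4.25) with amacrine markers alone, which gives no direction, and 11 of 12 were higher in rods with at least 2000 UMIs. Ribosomal proteins were at 0.13 with the reduced total, 0.26 with cells weighted equally and 0.0887 in rods with at least 2000 UMIs, where Rps29 changed side (0.961). The free RNA share of rods was 18.6% in Gnat2-/- and 27.2% in P23H/Gnat2-/-, or 15.5% and 19.3% as the median over markers and 30.8% and 31.5% from amacrine markers alone. These shares take the markers as absent from rods and are too high where rods hold a marker. In RBCs the free RNA share was 12.2% and 16.1%, or 10.2% and 12.7% as the median over markers. Random lists from all measured rows put the rods' glutamatergic list at percentile 99.98 and the SNARE list at 92.8; without names from the rods' table alone they lie at 94.99 and 88.0. In RBCs a 1.2-fold change was seen in 30% of simulated genes, which were picked at random from all measured rows. This does not stand for the mGluR6 cascade, where genes with many UMIs had narrow intervals in RBCs, as for Grm6 (0.864 to 0.994) and Trpm1 (1.06 to 1.12).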

Differences from the paper's values

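The paper's text gives 1.12-, 1.09- and 1.36-fold for Snap25, Stxbp1 and Syt1 in rods. These equal 2 raised to the average log fold change of the study's tables, but that value is a natural log: recomputed from the deposited matrix as a difference of natural logs, all 48 values compared for genes the paper names match the tables. In natural logs the differences are 0.161 for Snap25, 0.119 for Stxbp1, 0.441 for Syt1 and 0.189 for Sv2b. Raised to base 2 they give 1.12, 1.09, 1.36 and 1.14, and raised to base e they give 1.17, 1.13, 1.55 and 1.21. The ratios of summed CPM are 1.18, 1.18, 1.64 and 1.34. The sheets of significant genes label the same natural-log values as log2. For Snap25, Stxbp1 and Syt1 the ratio of summed CPM is within 1.5 times of the paper's fold, in the setting used in the text and in the alternatives set before the data were examined, and all of these ratios lie above 1. The limit of 1.5 times is wide, since a ratio of 1 would also pass it for these folds.

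Cell numbers and numbers of differentially expressed genes read from the study's tables equal those in the paper's text (333 and 209 in rods, 51 and 28 in RBCs, the paper's). The paper's test took cells as replicates, and no count is set beside it here. Of the paper's upregulated rod genes with a name here, 330 of 331 had a ratio above 1 in summed CPM, and 208 of 208 downregulated ones had a ratio below 1; in RBCs these were 49 of 49 and 28 of 28. These are the same cells and not an independent check. The legend of Fig. S2 names the rod cluster, while its number of query genes, 51, is the paper's number for RBCs.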

Other observations

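The per-droplet comparison and the tally of genes that differ alike in every type were chosen after the levels were seen. Genes with large ratios in Müller glia 1 included some of complement and of the interferon response, for which no list was set. C4b was at a ratio of 7.53 (6.33 to 9.02), the interferon-induced genes Rsad2 at 7.59 and Isg15 at 5.97, and Akap12 at 6.00, while Atp1a2 (0.373), Id2 (0.432) and Msi1 (0.442) were lower. All 18 measured injury response genes were higher there (median log2 ratio 1.27, percentile 100). In Müller glia 2, Mt1 was at 4.92 and S100a6 at 3.60, but rod markers in that cluster also differed, by a factor of 1.70, and all 8 Müller glia markers were lower (median -0.71, percentile 0), so that the make-up of this cluster differed between the libraries. In cones, Amy1 (0.247) and Vegfa (0.448) were lower, 15 of 17 glycolysis genes were lower (median -0.36, percentile 0), against 16 of 17 higher in RBCs, and 77 of 81 ribosomal protein genes were higher (median 0.41, percentile 100).

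The immediate early list had 0 of 9 measured genes higher in OFF cone bipolar cluster 1 (median -1.32), 2 of 9 in ON cluster 1 (-0.85) and 2 of 8 in ON cluster 3 (-0.21), but 6 of 8 in ON cluster 2 (0.13). In OFF cone bipolar cluster 1, Fos was at 0.297 (0.254 to 0.347), Egr1 at 0.331, Fosb at 0.379 and Junb at 0.400, and in ON cone bipolar cluster 1 Egr1 was at 0.328. In cones 9 of 9 measured genes of the list were higher (median 0.78, percentile 100), with Fos at 1.86. Across the 11 cell types with at least 50 cells per library, 4769 rows had at least 20 UMIs over both libraries in each type, a lower limit than for measured genes elsewhere. Of these, 43 were higher and 21 lower in P23H/Gnat2-/- in every type. They include Stat3 (1.33 to 4.01), Mt1 (1.18 to 4.92), Mbd2 (1.28 to 2.32), Rock2 and Syt1 (1.05 to 3.18) on the higher side, and Uba52 (0.427 to 0.672), Gstp1 (0.340 to 0.909), Msi1 and mt-Nd3 on the lower side. A gene that differs alike in every type cannot be assigned to the disease state or to the library with 1 library per genotype.

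GABAergic amacrine cells were shallow in Gnat2-/- (64 cells, median 814 UMIs) and deeper in P23H/Gnat2-/- (242 cells, median 3543 UMIs). Rod markers in them had 12225 CPM and 2765 CPM, a ratio of 0.226, and the genes furthest below 1 were rod genes such as Rho (0.134). Gene ratios in this cluster therefore compare cells of unlike depth.

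Marker lists in rods had these results. Amacrine markers had 6 of 6 measured genes higher (median 2.28, percentile 100), bipolar markers 7 of 10 (0.14, percentile 60.2; 9 with cells weighted equally), Müller glia markers 3 of 8 (-0.16, percentile 0.55; 4 with cells weighted equally, median 0.03), cone markers 0 of 5 (-0.53, percentile 0.01; 2 of 4 with a median of 0.17 once free RNA by amacrine markers alone was subtracted) and rod markers 1 of 10 (-0.45, percentile 0). Endothelial and pericyte, astrocyte and RPE markers had 1 measured gene each, with log2 ratios of -0.44, 1.99 and -0.42, and horizontal, ganglion and microglial markers had none. The mGluR6 cascade list in rods had 8 of 13 higher (0.10, percentile 51.0; 4 members left, 2 of them higher, after free RNA was subtracted; 10 with cells weighted equally, but 5 of 12 in rods with at least 2000 UMIs, median -0.05), and the genes the paper names 21 of 37 (0.24, percentile 99.97). In RBCs, rod markers had 4 of 10 higher (-0.22, percentile 0.05), cone markers 1 of 4 (-0.23, percentile 7.25), bipolar markers 3 of 9 (-0.01, percentile 51.9). With cells weighted equally these were 9 (median 0.11), 3 (0.24) and 4 (-0.03), and with TMM factors no cone marker was higher. In RBCs, Müller glia markers had 2 of 4 higher (0.16, percentile 77.5; median -0.06 with cells weighted equally), and the horizontal marker Onecut2 was at 7.47. Amacrine, ganglion, microglial, endothelial, astrocyte and RPE markers had no measured gene in RBCs; the summed amacrine markers were at 13.7 and 45.3 CPM. Phototransduction genes in RBCs had 11 of 24 higher (-0.03, percentile 7.65), or 18 with cells weighted equally (0.09), rod transcription factors 3 of 10 (-0.08, percentile 5.39), or 6 likewise (0.04), and the paper's genes 17 of 33 (0.03, percentile 64.5), or 16 with TMM factors (-0.02).

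Müller glia 1 was tried, after the data were seen, as a measure of free RNA per droplet for the 4 synaptic genes. UMIs per cell in rods of Gnat2-/- and P23H/Gnat2-/- were 0.756 and 0.972 for Snap25, 0.752 and 0.965 for Stxbp1, 0.990 and 1.77 for Syt1 and 0.360 and 0.527 for Sv2b. In Müller glia 1 they were 0.629 and 1.12, 0.704 and 1.09, 0.476 and 1.36, and 0.483 and 0.616. A subtraction per droplet would leave less than 0 for Sv2b in both libraries and for Snap25 and Stxbp1 in P23H/Gnat2-/-, so that these glia hold more than the free RNA of a rod's droplet. For Syt1 it would leave 0.515 and 0.409, with the direction turned. These values neither exclude free RNA nor measure it.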
